# BET protein inhibitor JQ1 inhibits growth and modulates WNT signaling in mesenchymal stem cells

**DOI:** 10.1186/s13287-016-0278-3

**Published:** 2016-02-01

**Authors:** Saeed Alghamdi, Irfan Khan, Naimisha Beeravolu, Christina McKee, Bryan Thibodeau, George Wilson, G. Rasul Chaudhry

**Keywords:** Thienodiazepine, JQ1, Mesenchymal stem cell, Growth inhibition, Cell cycle arrest, Gene regulation, WNT

## Abstract

**Background:**

Efficacy and safety of anticancer drugs are traditionally studied using cancer cell lines and animal models. The thienodiazepine class of BET inhibitors, such as JQ1, has been extensively studied for the potential treatment of hematological malignancies and several small molecules belonging to this class are currently under clinical investigation. While these compounds are well known to inhibit cancer cell growth and cause apoptosis, their effects on stem cells, particularly mesenchymal stem cells (MSCs), which are important for regeneration of damaged cells and tissues, are unknown. In this study we employed umbilical cord derived MSCs as a model system to evaluate the safety of JQ1.

**Methods:**

Cord derived MSCs were treated with various doses of JQ1 and subjected to cell metabolic activity, apoptosis, and cell cycle analyses using MTT assay, Annexin-V/FITC and PI staining, and flow cytometry, respectively. The effect of JQ1 on gene expression was determined using microarray and quantitative real-time reverse transcriptase polymerase chain reaction analysis. Furthermore, protein expression of apoptotic and neuronal markers was carried out using western blot and immunostaining, respectively.

**Results:**

Our results showed that JQ1 inhibited cell growth and caused cell cycle arrest in G1 phase but did not induce apoptosis or senescence. JQ1 also down-regulated genes involved in self-renewal, cell cycle, DNA replication, and mitosis, which may have negative implications on the regenerative potential of MSCs. In addition, JQ1 interfered with signaling pathways by down regulating the expression of WNT, resulting in limiting the self-renewal. These results suggest that anticancer agents belonging to the thienodiazepine class of BET inhibitors should be carefully evaluated before their use in cancer therapy.

**Conclusions:**

This study revealed for the first time that JQ1 adversely affected MSCs, which are important for repair and regeneration. JQ1 specifically modulated signal transduction and inhibited growth as well as self-renewal. These findings suggest that perinatal MSCs could be used to supplement animal models for investigating the safety of anticancer agents and other drugs.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13287-016-0278-3) contains supplementary material, which is available to authorized users.

## Background

Recently, bromo- and extra-terminal domain (BET) protein inhibition has emerged as a therapeutic target for cancer, metabolic disorders, and inflammatory diseases [1–3]. BET proteins contain two related bromodomain (BD) motifs, BD1 and BD2, located at the amino acid terminal region, and one extra-terminal (ET) domain located either at the carboxyl terminal region of the short isoform and protein members or at the central region of the long isoform and protein members. The two BDs facilitate binding to the BET protein acetylated lysine residues on the histone tail, while the ET domain recruits transcription and epigenetic regulatory factors [3–7]. In mammals, there are four members belonging to the BET protein subfamily: BRD2, BRD3, BRD4, and BRDT. BET proteins have been shown to play vital roles in the pathogenesis of specific leukemia and viral associated cancers such as Kaposi sarcoma and cervical cancers [1, 3, 5, 7]. BRD2 has been shown to play a role in rheumatoid arthritis while BRD4 is implicated in immune diseases through regulation of nuclear factor-κB-dependent genes in response to an activated innate immune system and regulation of macrophage primary responsive genes [8]. Consequently, BET proteins have been targeted for controlling cancerous cell growth.

Several small molecules belonging to the thienodiazepine group that inhibit BET proteins [1–3, 5, 7, 8] have been developed. Four such molecules (I-BET 762, OTX-015, TEN-010, and CPI-0610) have been approved as anticancer agents for clinical trials [9, 10]. More recently another such small molecule, JQ1 ((S)-tert-butyl 2-(4-(4-chlorophenyl)-2,3,9-trimethyl-6H-thieno[3,2-f][1,2,4]triazolo[4,3-a][1,4]diazepin-6-yl)acetate), has been shown to have high specificity against BET proteins. JQ1 functions by displacing the BET proteins from the acetylated lysine residues and inhibiting their activities. Chromosomal translocation of BRD3 and BRD4 has been shown to contribute to pathogenesis of the NUT (nuclear protein in testis) midline carcinoma (NMC) [2, 4, 6]. Treatment of NMC with JQ1 resulted in G1 cell cycle arrest, apoptosis, and differentiation [11]. Recently, the effects of JQ1 have been studied in various cancerous cell lines and animal models [12–15]. These studies showed that JQ1 inhibits BRD4 function, which leads to cell cycle arrest and promotion of apoptosis in multiple myeloma cells, leukemia and lymphoma cells, and neuroblastoma cells by downregulating expression of translocated *c-MYC* which is involved in their pathogenesis [12, 14, 15]. JQ1 has also been shown to decrease proliferation and induce apoptosis in NF1-associated malignant peripheral nerve sheath tumors [13]. Similar observations have been shown in DNMT3A (DNA methyltransferase 3A) mutated leukemia where JQ1 inhibits the action of BRD4 and induces caspase 3/7-mediated apoptosis [16]. Moreover, JQ1 has been shown to be an effective drug to treat STAT5 (Signal transducer and activator of transcription 5) associated leukemia and lymphoma through inhibition of BRD2 function [17].

Although JQ1 and other members of the thienodiazepine class of BET inhibitors are well investigated using cancerous cells, their effect on normal cells—particularly adult stem cells such as mesenchymal stem cells (MSCs)—has not been investigated to our knowledge. Cord-derived MSCs are more primitive and display greater self-renewal potential compared with MSCs derived from adult sources. Unlike MSCs from adult sources such as bone marrow MSCs, cord-derived MSCs can be expanded to provide sufficient amount of cells for experimentation. Therefore, we selected cord-derived MSCs as a model system to investigate the effects of JQ1. We hypothesized that JQ1 could affect cell growth and gene expression of normal stem cells such as MSCs differently to its known effects on cancer cells. In this study, we showed that JQ1 induced cell cycle arrest in the G1 phase of MSCs, but unlike cancer cells did not promote apoptosis. We found JQ1 also downregulated genes involved in self-renewal, mitosis, and DNA replication. We propose that human MSCs could be used in addition to animal models to investigate the safety of anticancer agents; because MSCs play a significant role in tissue repair and regeneration, findings from this investigation may be directly relevant to humans.

## Methods

### Culture of MSCs

Human umbilical cord samples were obtained from consented healthy donors through the Beaumont Hospital BioBank and isolation of MSCs was carried out at Oakland University (Rochester, MI, USA) under approved protocols (HIC# 2012-101 and IRB# 400244, respectively). Human umbilical cord-derived MSCs were isolated and characterized in our laboratory. Briefly, the region between the cord and placenta was dissected, minced into approximately 1–2 mm pieces, and cultured in 75 cm^2^ culture flasks using growth medium (GM) containing Dulbecco’s modified Eagle’s (DMEM) with 4500 mg/ml glucose and 2 mM l-glutamine (Invitrogen, Carlsbad, CA, USA), supplemented with 10 % fetal bovine serum (Aleken Biologicals, Nash, TX, USA), and antibiotic solution (0.1 % gentamicin, 0.2 % streptomycin, and 0.12 % penicillin) (Sigma Aldrich, St. Louis, MO, USA). The culture medium was changed every 3 days until cells grew to 70 % confluency from explants. Cells were dissociated using TrypLE Select (Invitrogen), passaged in the GM to passage 3, characterized using flow cytometry (BD Canto II, analyzed by FACS Canto II; BD Biosciences, San Jose, CA, USA) and differentiated to multilineage. Adherent cells displaying fibroblastoid morphology and positive for CD44, CD90, CD73, CD29, and CD105 and negative for CD34 and CD45 in accordance with the ISCT standards [18] were considered MSCs and used in this study.

### Treatment of MSCs with JQ1

MSCs (passages 8–10) were seeded onto 0.1 % gelatin-coated culture plates, and propagated in GM at 37 °C in an atmosphere of 5 % CO_2_ in a humidified incubator overnight_._ Cells were then treated with various concentrations ranging from 0 to 500 nM JQ1 (Brander’s Laboratory, Harvard Medical School, Boston, MA, USA). JQ1 was dissolved in dimethyl sulfoxide (DMSO; Thermo Fisher Scientific, Waltham, MA, USA).

### Cell viability and proliferation assays

MSCs (2.5 × 10^4^ cells/25 cm^2^ flasks) were grown overnight and treated with 0, 10, 100, and 500 nM JQ1 for 24 and 72 hours. Cells were dissociated with TrypLE, centrifuged, and resuspended in trypan blue solution for counting by hemocytometer. Cells stained blue were considered nonviable cells. The samples were analyzed in triplicate.

Cell proliferation and metabolic activity was determined by direct counting using the hemocytometer and MTT assay, respectively. For the MTT assay, cells were cultured in 24-well plates overnight and then incubated with 500 μg/ml MTT reagent (Sigma, St. Louis, MO, USA) at 37 °C for 2 hours to obtain blue formazan crystals. The formazan complex was solubilized by adding 150 μl isopropanol/HCl (15:1) to each well and the absorbance was determined at 570 nm using an Epoch Microplate Spectrophotometer (BioTek, Winooski, VT, USA).

### Immunocytochemistry assay

MSCs grown in GM containing 0 and 500 nM JQ1 for 5 days were rinsed with phosphate-buffered saline (PBS) and fixed with 4 % paraformaldehyde for 10 minutes at room temperature. Cells were washed with PBS, and then permeabilized with 0.5 % TritonX100 in PBS for 10 minutes. They were then washed twice with PBS followed by incubation with 2 % bovine serum albumin in PBS to block nonspecific binding for 30 minutes at room temperature. After blocking, cells were incubated in TUJ1 and MAP2 primary antibodies (diluted 1:50; Santa Cruz Biotechnology, Santa Cruz, CA, USA) overnight at 4 °C. Next, cells were washed three times with PBS for 5 minutes each time and were incubated in Cy3-labeled goat anti-mouse IgG and fluorescein isothiocyanate (FITC)-labeled goat anti-rabbit IgG (diluted 1:200; KPL, Gaithersburg, MD, USA), respectively, for 1 hour at room temperature, washed three times with PBS for 5 minutes each time, incubated with 4′,6-diamidino-2-phenylindole (DAPI; diluted 1:100) for nucleic acid staining for 10 minutes, and visualized by fluorescence microscopy (NIKON Instruments Inc., Melville, NY, USA).

### Apoptosis analysis

MSCs (1 × 10^6^ cells) were cultured in 75 cm^2^ flasks in GM overnight. Cells were exposed to 0, 10, 100, or 500 nM JQ1 for 24 and 72 hours. Cells were then harvested by dissociating with TrypLE, pelleted by centrifugation, washed with PBS, and resuspended in PBS. Cell suspensions were stained with Annexin V/FITC and propidium iodide (PI) according to the manufacturer’s instructions (Biolegend, San Diego, CA, USA). Briefly, PBS-washed cells were suspended in 100 μl FITC binding buffer at a minimum concentration of 1 × 10^6^ combined with 5 μl Annexin V/FITC and 10 μl PI (Sigma). After 15 minutes of incubation in the dark on ice, cells were centrifuged at 2000 rpm for 10 minutes, resuspended in PBS, and analyzed by FACSCanto II. Cells that were Annexin V-negative and PI-negative were considered viable cells. Cells positive for Annexin V only were considered apoptotic, and cells positive for PI only were considered necrotic or late apoptotic. All samples were prepared in triplicate.

### Cell cycle analysis

MSCs (1 × 10^6^ cells) were cultured in 75 cm^2^ flasks in GM overnight. Cells were exposed to DMSO and 0, 10, 100, or 500 nM JQ1 for 24 and 72 hours. Treated cells were harvested and fixed with 70 % ice-cold ethanol overnight at 4 °C. Control and treated cells were incubated with 1 mg/ml PI solution (Sigma), 0.5 % TritonX100, RNase, and PBS at room temperature in the dark for 20 minutes. Cells were then washed and resuspended in PBS. The DNA content was assessed using FACS Canto II and the results were analyzed using ModFit software (Verity Software House, Topsham, ME, USA). All samples were prepared in triplicate.

### Microarray analysis

MSCs (1 × 10^6^ cells) were cultured in 75 cm^2^ flasks in GM overnight. Cells were treated with 0, 100, and 500 nM JQ1 for 24 hours. RNA was isolated from frozen cell pellets using the E.Z.N.A. Total RNA Kit I (Omega, Norcross, GA, USA). RNA was purified using spin cartridge technology, quantified (Nanodrop 8000; Thermo Scientific), and stored at –80 °C. RNA was then amplified and labeled using the TargetAmp-Nano Labeling Kit (Epicenter, Madison, WI, USA) which enables amplification and target preparation compatible with the Direct Hybridization Assay (Illumina, San Diego, CA, USA). Amplification was performed with 500 ng total RNA input following procedures described in the TargetAmp-Nano Labeling Kit user guide. Hybridization and staining to the HumanHT-12 v4 Expression BeadChip (Illumina) was performed using 750 ng biotin-antisense RNA product following protocols outlined in the Whole-Genome Gene Expression Direct Hybridization Assay Guide (Illumina). Subsequent scanning of the BeadChip was performed using the iScan System (Illumina). Gene expression data were imported into Illumina Genome Studio (v2011.1) and subsequently analyzed in Partek Genomics Suite, Partek Inc. , St. Louis, MO, USA (6.6 version 6.14.0828). The accession number for the microarray data reported is [NCBI GEO:GSE705770].

### Quantitative reverse transcriptase PCR

Total cellular mRNA was isolated using the GeneJET RNA purification Kit (Thermo Fisher Scientific), following the manufacturer’s instructions. Total RNA was purified by incubation with DNase at 37 °C for 30 minutes using a thermocycler (MJ Research PTC-100 Thermal Cycler; GMI, Ramsey, MN, USA). cDNA was synthesized using the BioRad iScript kit (Bio-Rad, Hercules, CA, USA). Quantitative reverse transcriptase PCR (qRT-PCR) was performed using 10 μl reaction volume containing 5 μl Syber green (Sso-Advanced Universal SYBR Green Supermix Kit; Bio-Rad), 3 μl distilled H_2_O, 0.5 μl forward primer, 0.5 μl reverse primer, and 1 μl of 1:10 diluted cDNA on the CFX96 Real-Time System (Bio-Rad). Each reaction was subjected to the following conditions: 98 °C for 10 minutes, followed by 44 cycles of 98 °C for 30 seconds, 60 °C for 20 seconds, and 72 °C for 30 seconds in 96-well optical reaction plates (Bio-Rad). The reference gene *GAPDH* was used to normalize the amplification of the target genes. Each qRT-PCR analysis was performed in triplicate. Primer sequences are listed in Additional file 1.

### Western blotting

Cells were treated with 0 and 500 nM JQ1 for 72 hours. Protein was extracted by lysing the cells in RIPA buffer with PMSF (Sigma). Then 10 μl total proteins were separated with SDS-PAGE with 12 % resolving gel and 6 % stacking gel. Samples were diluted in sample diluting buffer, heated at 95 °C for 5 minutes, and loaded on to the gel and electrophoresed. Proteins were then electrophoretically transferred onto Polyvinylidene difluoride (PVDF) membrane for 1 hour at 150 mA constant current. The membrane was blocked with 5 % nonfat dry milk for 1 hour at room temperature and then incubated overnight at 4 °C with primary antibodies for Caspase-8, Caspase-9, and β-actin (Santa Cruz Biotechnology) diluted 1:50 in blocking solution. The membrane was washed to remove unbound primary antibody and was incubated with secondary antibody (1:1000 dilution; Santa Cruz Biotechnology) in blocking solution for 1 hour at 37 °C. Unbound secondary antibody was washed with PBS containing 0.1 % Tween-20. Blots were developed with chemiluminescence system (Bio-Rad), and exposed to X-ray film (FUJI Film, Tokyo, Japan). Band intensity was quantified with ImageJ software, (NIH, Bethesda, MD, USA).

### Statistical analysis

Data are presented as the mean ± standard error of the mean (SEM). Results with *p* ≤0.05 were considered statistically significant. All analyses were performed using SPSS (Chicago, IL, USA) version 11.5 (SPSS Inc., USA).

## Results

### Effect of JQ1 on growth of MSCs

MSCs isolated from umbilical cord had fibroblastoid morphology (Fig. 1a) and were positive for the MSC specific surface markers CD90, CD73, CD44, CD105, and CD29, as shown in Fig. 1b. These MSCs exhibited self-renewal and, unlike cancer cells, were capable of differentiation into various lineages. An ideal anticancer drug would inhibit growth or promote apoptosis of cancer cells, but not normal cells, particularly stem cells and progenitors such as MSCs. While JQ1 is well known to cause growth inhibition and apoptosis induction in cancer cells, its effect on normal cells is not well understood. Our studies with JQ1 showed that it affected the morphology of MSCs (Fig. 1c) and caused significant reduction in cell proliferation at the 500 nM dose. When MSCs were treated with 500 nM for 7 days, cells appeared to be significantly larger and flatter than the control cells (Fig. 1d), suggesting cell differentiation. Further analysis of the JQ1-treated cells showed a dose-dependent effect of JQ1 on MSC proliferation (Fig. 1e, f). Evidently, the metabolic activity of MSCs was decreased at 100 and 500 nM JQ1, but not at 10 nM JQ1. In fact, a lower dose of 10 nM JQ1 promoted cell proliferation 24 hours after treatment.

**Fig. 1:**
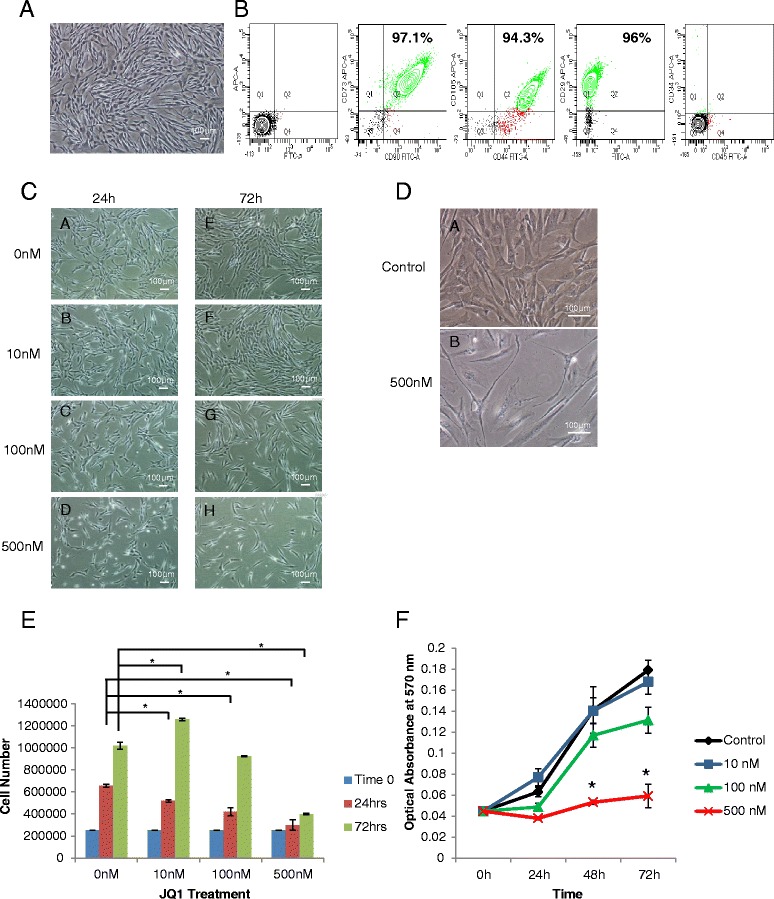
Characterization of cord-derived MSCs and effect of JQ1 on their growth. **a** Phase contrast image of the cord-derived MSCs showing fibroblastoid morphology. Images acquired at 4× magnification. **b** Flow cytometric analysis for cell specific surface markers. Cord-derived MSCs were positive for MSC markers CD90, CD73, CD44, CD105, and CD29 and negative for hematopoietic stem cell markers CD34 and CD45. **c** Effect of JQ1 on cell morphology. Phase contrast images of cells treated with 0, 10, 100, and 500 nM for 24 hours *a*–*d* and for 72 hours *e*–*h*. Images acquired at 4× magnification. **d** Light micrographic images of cells treated with 0 nM *a* and 500 nM *b* JQ1 when cultured for 7 days. Images acquired at 10× magnification. MSCs lost fibroblastoid morphology and grew larger in size upon exposure to JQ1. **e** Effect of JQ1 on growth rate. JQ1 at concentrations of 100 and 500 nM resulted in a significant decrease in cell growth in comparison with the control cells in a time-dependent manner, while 10 nM showed no effect on cellular growth at 24 hours but showed significant increase at 72 hours. **f** Effect of JQ1 on cell metabolic activity as determined using the MTT assay. JQ1 at a concentration of 500 nM resulted in significant decrease in cell growth in comparison with the control cells, while 10 nM showed no effect on cellular growth. *p ≤0.05. *FITC* fluorescein isothiocyanate, *JQ1* (S)-tert-butyl2-(4-(4-chlorophenyl)-2,3,9-trimethyl-6H-thieno[3,2-f][1,2,4]triazolo[4,3-a][1,4]diazepin-6-yl)acetate

Changes in the morphology of the JQ1-treated MSCs were further quantified by flow cytometry. Cell size and granularity increased in a concentration and time-dependent manner (Fig. 2a). Exposure of cells to 100 nM and 500 nM JQ1 for 24 hours resulted in increased cell size in 6 % and 12 % of the populations, respectively, without noticeable effect on the cellular granularity. When the cells were exposed to 100 nM and 500 nM JQ1 for 5 days, both size and granularity were increased in 52 % and 57 % of the cell populations, respectively (Fig. 2b). Although loss of CD90, CD73, CD44, and CD29 was insignificant, CD105 was lost in 22 % and 24 % of MSCs treated with 100 nM and 500 nM JQ1, respectively, for 5 days (Fig. 2c, d).

**Fig. 2:**
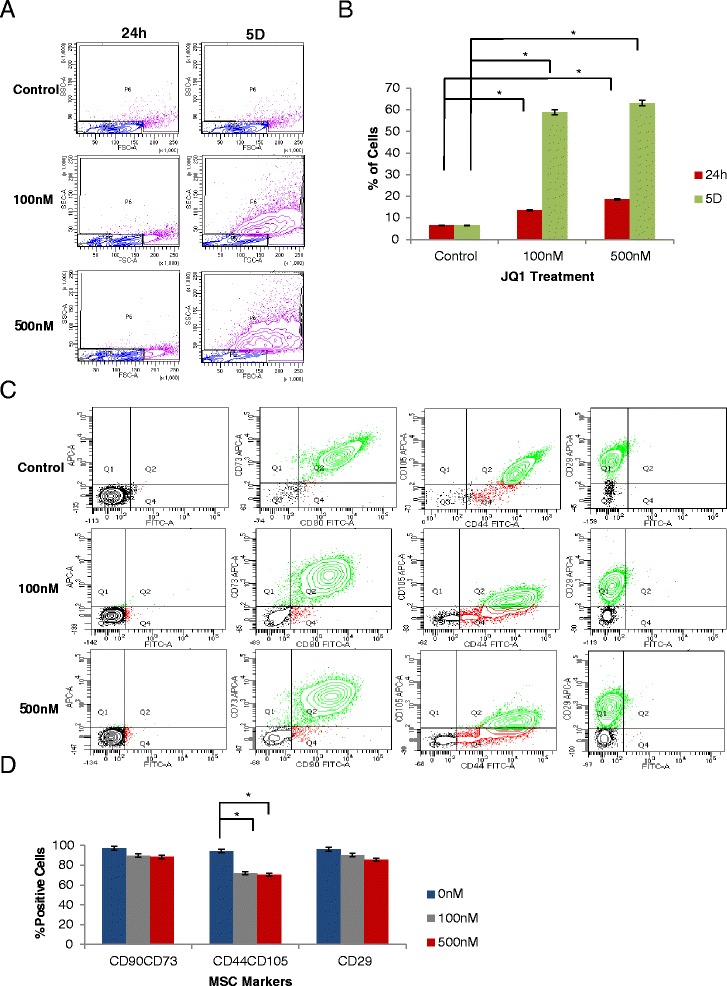
Exposure to JQ1 caused an increase in MSC size with simultaneous loss of CD105. Cells were treated with 0, 100, and 500 nM JQ1 for 24 hours and 5 days and were subjected to FACs analysis. **a** Plots displaying size and granularity of cells. Both size and granularity of cells were increased in a concentration and time-dependent manner. **b** Quantification of percentage of cell populations changed in cell size upon exposure to JQ1. **c** CD105 loss was proportional to concentration of JQ1. **d** Quantification of the MSC surface markers of JQ1 upon 5 days of exposure. *p ≤0.05. All plots are representative of three biological experiments. *JQ1* (S)-tert-butyl2-(4-(4-chlorophenyl)-2,3,9-trimethyl-6H-thieno[3,2-f][1,2,4]triazolo[4,3-a][1,4]diazepin-6-yl)acetate, *MSC* mesenchymal stem cell

To test the effect of JQ1 on cell cycle progression, cell cycle analysis was performed on the JQ1-treated MSCs and the results depicted in Fig. 3 show that 100 nM and 500 nM doses of JQ1 had 10 % and 12 % increase in cells arrested in G1 phase, respectively. Conversely, the number of cells in the S phase was decreased in a dose-dependent manner. However, no significant change was observed in the percentage of cells in the G2/M phase in MSCs treated with JQ1. These results suggested that JQ1 induced G1 phase cell cycle arrest in MSCs.

**Fig. 3:**
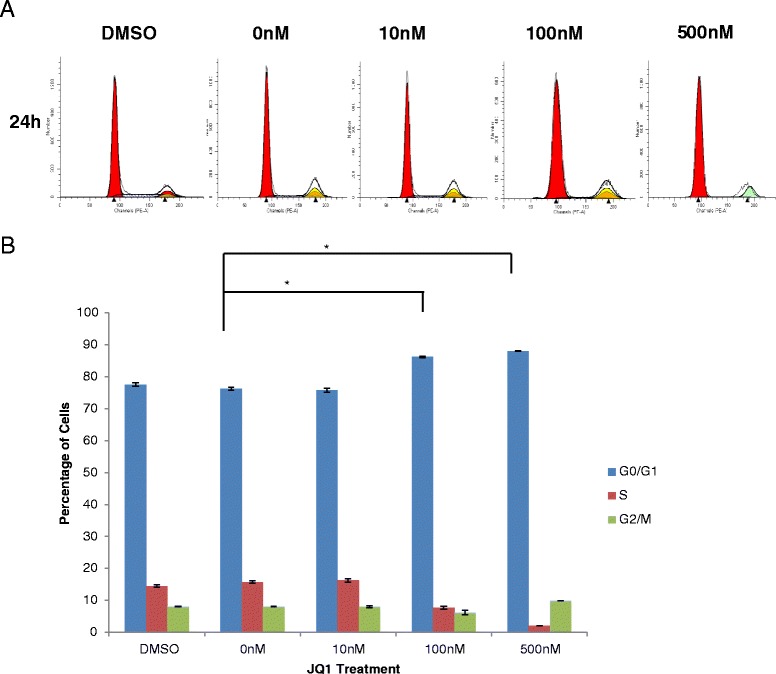
JQ1 arrested MSCs in the G1 phase of the cell cycle. Cell cycle profile of MSCs treated with DMSO and 0, 10, 100, and 500 nM JQ1 for 24 hours, stained with PI. Mean cell population percentage ± SEM (*n* = 3). Analysis was performed using ModFit software (Verity Software House, Topsham, ME, USA). Shown are histogram and graphical representations of cells in the G0/G1, S, and G2/M phases of cell cycle (**a** and **b**, respectively). *p ≤0.05. *DMSO* dimethyl sulfoxide, *JQ1* (S)-tert-butyl2-(4-(4-chlorophenyl)-2,3,9-trimethyl-6H-thieno[3,2-f][1,2,4]triazolo[4,3-a][1,4]diazepin-6-yl)acetate

### Analysis of genes involved in cell cycle regulation in JQ1-treated MSCs

To investigate the global effect of JQ1 on gene expression in MSCs, microarray analysis was performed on cells treated with 0, 100 and 500 nM JQ1 for 24 hours. 

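RNA from 6 samples of umbilical cord MSCs was measured on 6 Illumina HumanHT-12 v4 arrays, with 1 array per sample and, by the deposited labels, 2 arrays each for 0, 100 and 500 nM JQ1. JQ1 blocks the bromodomains with which BET proteins bind acetylated histones. BET inhibitor response genes, a list of 9 histone and other genes known to rise under such inhibitors and fixed before the data were examined, had a higher mean in each treated array than in its control. The names of the arrays fall into 2 sets of 3, called set A and set B here, each with a control, a treatment 1 and a treatment 2 array. In set A the mean log2 change of the BET inhibitor response genes against the control was 0.70 for treatment 1 and 1.94 for treatment 2, and in set B it was 0.89 and 1.79 (7 of the 9 rose at treatment 2 by array name and none at treatment 1). The mean log2 change of the 53 measured G2/M phase genes was 0.04 and -1.84 in set A and -0.42 and -1.78 in set B. By array name 42 of them fell, 1 rose and 10 did not pass at treatment 2, and none passed at treatment 1.
The array names hold no dose, only control, treatment 1 and treatment 2. Read in that order as 0, 100 and 500 nM, they give the labelled dose for 4 arrays and a different dose for 2. The labels call both treated arrays of set A 100 nM and both treated arrays of set B 500 nM. Fig. 4C, whose legend lists 0, 100 and 500 nM, shows the control, treatment 1 and treatment 2 arrays of set B, so that treatment 1 stands at 100 nM and treatment 2 at 500 nM. For set A the same order is assumed. The sources used here do not say which is right, nor whether the sets are separate donors or cultures, and p-values measure only the spread between these 6 samples. Both groupings are therefore reported, and the one by array name was added after the data were examined. Under the labels, a comparison of 500 with 100 nM is also a comparison of set B with set A.
The deposited intensity table had been background-subtracted and normalized between arrays, with 28.7% to 28.8% of the 47322 probes at or below 0 and between 18417 and 20077 probes per array detected at p under 0.05. The authors' value table of log2 signal per gene symbol was used without further normalization. The 15924 genes above the detection level in at least 2 arrays were tested with limma, without a block for the labelled groups and with the set as a block for the array names. The small number of arrays limits the precision.

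**Figure D1:**
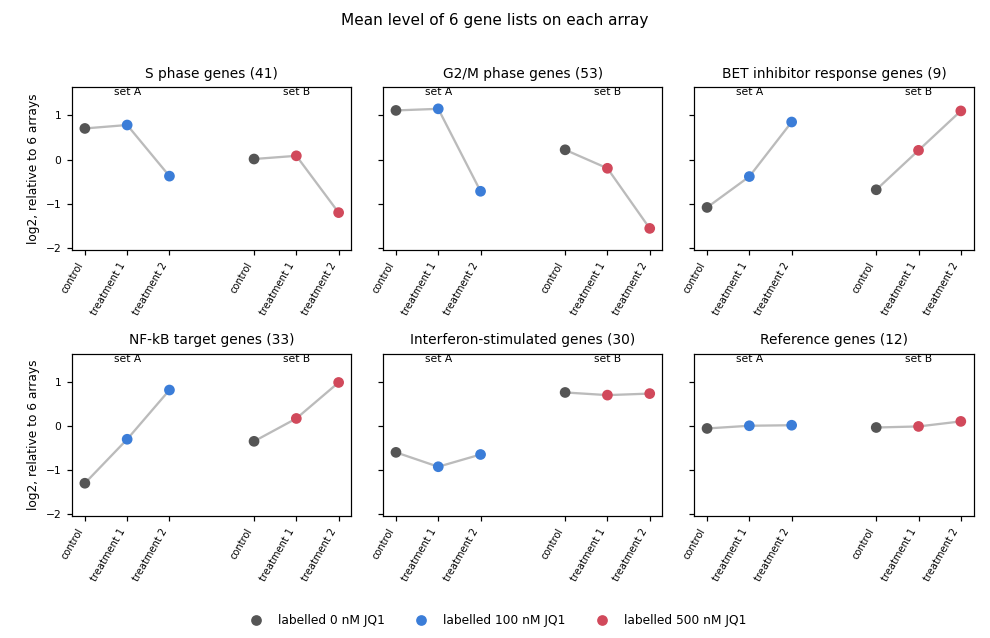
Mean log2 level of 6 gene lists on each of the 6 arrays, relative to the mean of the arrays, with 1 point per array coloured by its labelled dose, lines joining the arrays of a set and the number of measured genes in parentheses. S phase and G2/M phase genes are lowest in the treatment 2 array of each set, at -0.38 and -1.21 for S phase genes, and interferon-stimulated genes differ between the sets more than within them.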

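With the deposited labels, no gene passed an adjusted p of 0.05 from limma at 500 nM or at 100 nM against 0 nM. At an unadjusted p under 0.05 there were 1673 genes for 500 nM (918 higher and 755 lower) and 1512 for 100 nM, where chance alone would give 796. By array name with the set as a block, 1524 genes passed for treatment 2 against the control, of which 695 rose and 829 fell. Of these, 347 rose and 506 fell at least 2-fold. The largest rises included the chemokine CCL20, the NF-kB target TNFAIP2, the maturation marker CD83 and the histone gene HIST2H2BE, and the largest falls included KIAA1199, SLC7A14, the cadherin CDH10 and the hyaluronan synthase HAS2. CCL20 was at least 36.4-fold higher, since both control arrays lay below the detection level, and HAS2 fell by 3.06 on the log2 scale (standard error 0.15, adjusted p = 0.0113). For treatment 1 against the control, limma called 0 genes by array name, with 1833 at an unadjusted p under 0.05, and for treatment 2 against treatment 1 it called 177. The latter count was 0 without any 1 of the 6 arrays, with no genes filtered out, with the variance not moderated or without the set as a block.
A moderated F test over the 3 labelled doses gave 1523 genes at an unadjusted p of 0.05 or less and 248 at 0.01 or less, of which 243 changed at least 1.5-fold and 154 at least 2-fold against 0 nM. Without the 500 nM array of replicate 2 these counts were 750, 86, 86 and 78, and without the 0 nM array of replicate 1 or 2 the last 3 were 641, 626 and 518 or 551, 542 and 423. The count of 248 was 162 and 120 without the 100 nM array of replicate 1 and 2, and that of 243 was 120 without the latter. The count of 1524 by array name fell to 261 without the control of set A, to 596 without either treatment 1 array, and to 0 without the control of set B or without either treatment 2 array. It was also 0 when no genes were filtered out or the variance was not moderated, and 52 without the set as a block.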

Results showed that 2134 genes were differentially upregulated or downregulated; 445 of them were differentially expressed with *p* ≥0.01 (210 genes were expressed within 1.5-fold cutoff values and 53 at 2-fold cutoff values) (Fig. 4a, b). 

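CCNA2, CCNB2, CDC2 and E2F2, which act in cell cycle progression, were lowest in the treatment 2 array of each set. CCNA2, the cyclin of S phase and mitotic entry, had log2 signals of 10.90 in the control, 10.83 in treatment 1 and 7.93 in treatment 2 in set A, and of 9.98, 9.27 and 6.38 in set B. By array name CCNA2 fell by 3.29 on the log2 scale at treatment 2 (standard error 0.21, adjusted p = 0.0113 from limma), a 9.75-fold difference. The transcription factor gene E2F2 fell by 3.01 (standard error 0.17, adjusted p = 0.0113), the mitotic cyclin gene CCNB2 by 2.49 (standard error 0.27, adjusted p = 0.0169) and CDC2, the array's name for the kinase gene CDK1, by 2.32 (standard error 0.15, adjusted p = 0.0113). At treatment 1 their changes were between -0.48 and -0.30 and none passed. Of 41 measured S phase genes, 26 fell at treatment 2, none rose and 15 did not pass (34 fell when adjusted over the list alone). Of 53 G2/M phase genes, 42 fell and 1 rose (45 fell and 2 rose when adjusted over the list alone), with NUF2 and KIF11 among the falls. That list includes genes that the study names from these samples, CCNB2, CDC2 and TOP2A among them, and for these it is not independent evidence. Of 23 genes of replication origin licensing and firing, 13 fell, none rose and 10 did not pass (16 fell and 1 rose when adjusted over the list alone), with MCM2 at -1.86. Some of them, such as MCM2, are also on the S phase list, so these counts overlap.
Of the 9 cell cycle regulators that the study names, 4 fell and 5 did not pass, a list that is not independent evidence of its direction (the count was also 4 when adjusted over the list alone). As lists, the S phase, G2/M and licensing genes were lower with camera (adjusted p = 4.40e-19, 3.79e-24 and 4.62e-10), and none of them passed with an estimated correlation (adjusted p = 0.297, 0.390 and 0.306). With the deposited labels, the log2 change at 500 nM was -2.62 for CCNA2 (standard error 1.24, adjusted p = 0.472) and no member of these lists passed, while the lists were again lower with camera (adjusted p = 8.32e-08 for S phase and 6.45e-12 for G2/M genes) and not with an estimated correlation (adjusted p = 0.600).

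**Figure D2:**
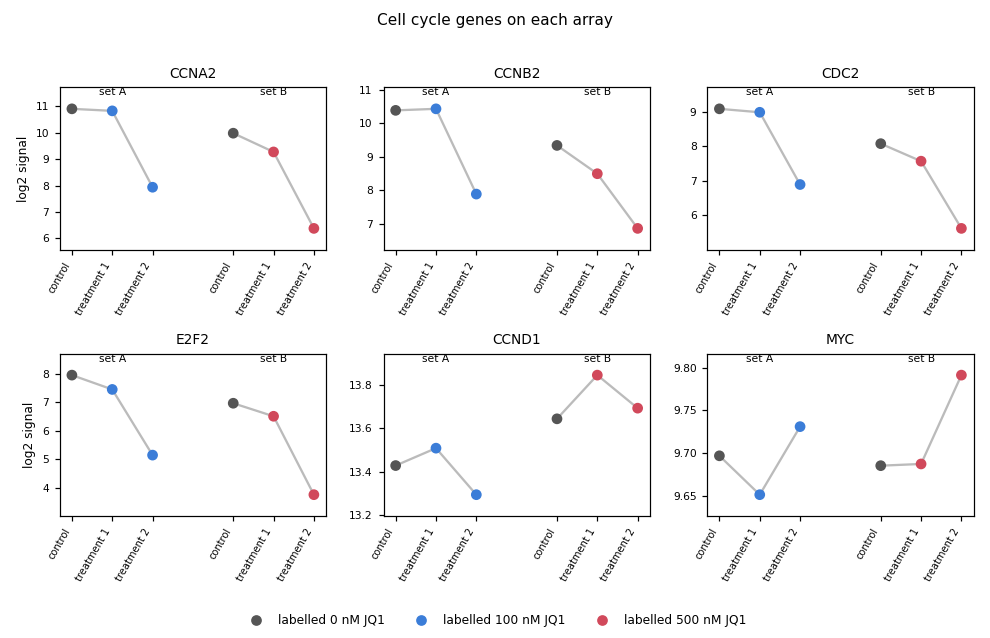
Log2 signal of 6 cell cycle genes on each array, coloured by labelled dose, with lines joining the arrays of a set and a separate axis for each gene. CCNA2, CCNB2, CDC2 and E2F2 are lowest in the treatment 2 arrays, whereas CCND1 lies between 13.29 and 13.84 and MYC between 9.65 and 9.79 on all arrays.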

Further analysis showed that one of the highly regulated groups of genes was those which are involved in cell cycle regulation, including *CCNA2*, *CCNB2*, *CDC2*, and *E2F2* genes (Fig. 4c). In addition, several genes involved in DNA replication and regulation of mitosis and cell division, such as *TOP2A*, *CDCA8*, *NEK2*, *CENPF*, *CENPA*, *PBK*, and *AURKB*, as well as genes involved in senescence such as *RB2*, *CDKN1A*, *CDKN2A*, and *CDKN1B*, were significantly downregulated.

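All 7 of the replication and mitosis genes that the study names fell at treatment 2 by array name, also when adjusted over the list alone, in a list chosen on these samples and so not independent evidence. The chromosomal passenger gene CDCA8 fell by 3.02 on the log2 scale (adjusted p = 0.0113 from limma), TOP2A, which encodes a topoisomerase that untangles DNA, by 3.01 (adjusted p = 0.0178), and CENPF and PBK by 2.96 each. The kinase genes NEK2 and AURKB fell by 2.77 and 2.68, and the centromere gene CENPA by 2.66. Their changes at 500 nM with the deposited labels lay between -2.59 and -2.21 and none passed (adjusted p of 0.466 to 0.480).
Of the 4 senescence genes, none passed over all genes, and 3 fell when adjusted over the list alone, which is not independent evidence either. The log2 changes at treatment 2 were -0.56 for CDKN2A (adjusted p = 0.0721), -0.53 for RBL2, which encodes RB2 (adjusted p = 0.0922), -0.43 for CDKN1B (adjusted p = 0.0965) and -0.22 for CDKN1A (adjusted p = 0.437). CDKN1A changed by -0.46 in set A and 0.01 in set B. By label the changes of CDKN2A, RBL2, CDKN1B and CDKN1A at 500 nM lay between -0.57 and -0.21 (adjusted p of 0.466 to 0.741). As a list they were lower with camera at treatment 2 by array name (adjusted p = 0.0385) and not with an estimated correlation (adjusted p = 0.390). By label at 500 nM the list did not pass with camera (adjusted p = 0.0735).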

**Fig. 4:**
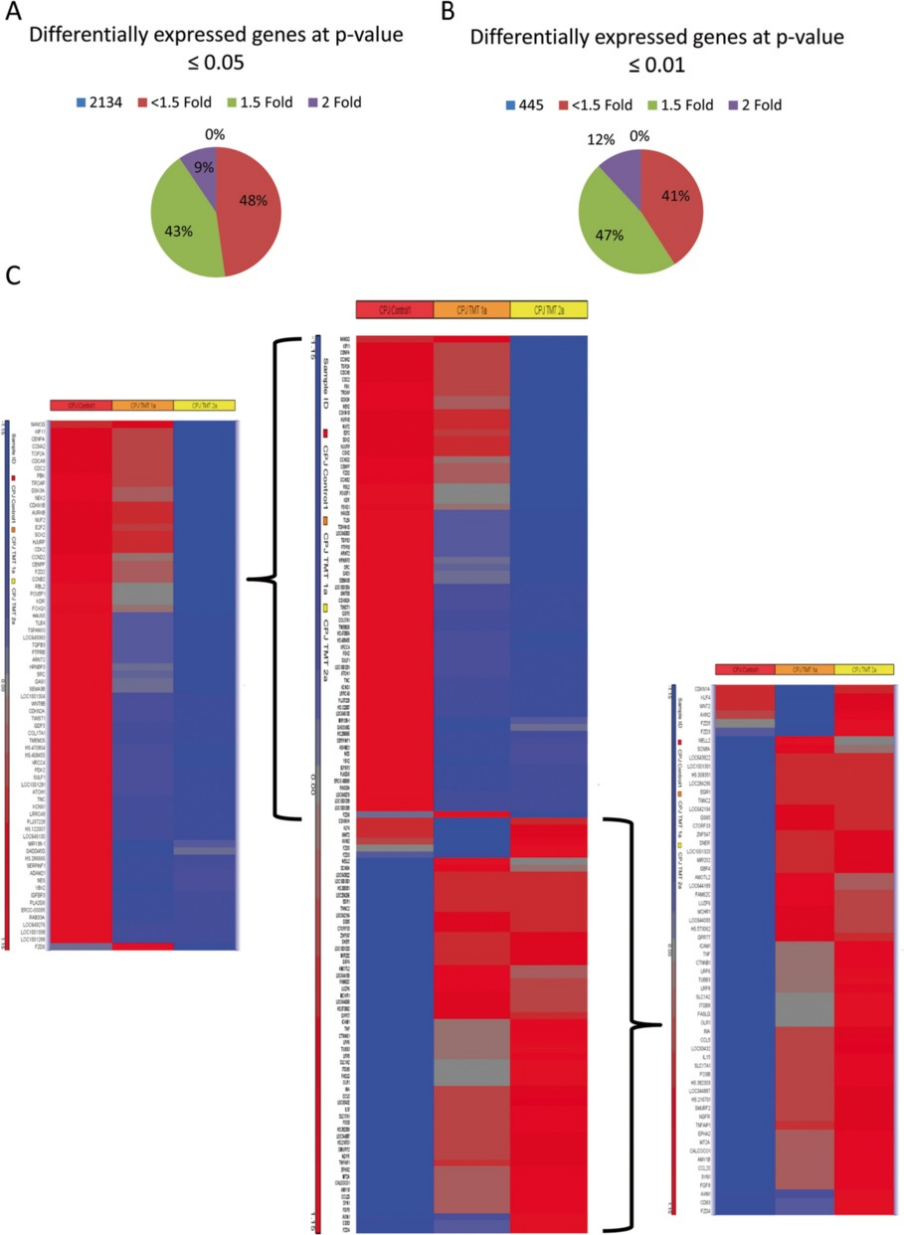
Microarray analysis of MSCs treated with JQ1. Pie charts showing the percentage of differentially expressed genes in JQ1-treated MSCs at different fold cutoff values at *p* ≤0.05 **a** and *p* ≤0.01**b. c** Heatmap depicting highly upregulated (*red*) and downregulated (*blue*) genes, in MSCs treated with 0, 100, and 500 nM JQ1 for 24 hours. Zoomed-in downregulated genes (*left*) and upregulated genes (*right*)

Downregulation of these genes in MSCs treated with 100 and 500 nM JQ1 for 24 hours was further investigated by qRT-PCR. Results depicted in Fig. 5 showed that 100 nM JQ1 caused a 3-fold to 9-fold decrease in *CCNA2*, *CDK1*, *E2F2*, and *CCNB2* transcription in comparison with the control, and 500 nM JQ1 led to more than a 9-fold decrease in the transcription of these genes (Fig. 5a). Furthermore, the transcriptional levels of *CCND1*, *CDK6*, *c-MYC*, and *RB1* were found to be downregulated 4-fold to 9-fold compared with control when examined by qRT-PCR. Among these genes, *c-MYC* transcription was downregulated 8-fold, while the transcription of *CCND1* decreased 5-fold to 6-fold in JQ1-treated cells. *CDK6* transcription, however, was downregulated by 8-fold to 9-fold. *RB1* transcription also decreased in a dose-dependent manner from 4-fold to 8-fold as shown in Fig. 4a. Moreover, 500 nM JQ1 caused significant reduction (approximately 9-fold) in the transcription of *TOP2A*, *CDCA8*, *NEK2*, and *CENPF* (Fig. 5b). Taken together, these results showed downregulation of genes involved in cell cycle regulation.

**Fig. 5:**
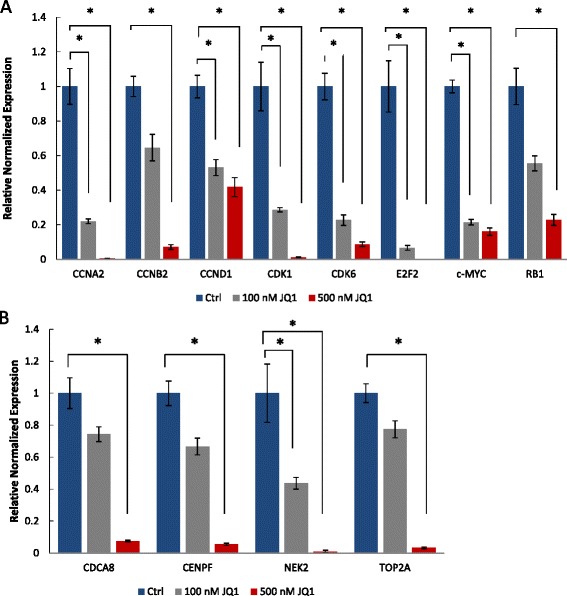
Downregulation of genes in MSCs treated with 100 and 500 nM JQ1 for 24 hours. **a** qRT-PCR analysis of transcripts of cell cycle genes including *CCNA2*, *CCNB2*, *CCND1*, *CDK1*, *CDK6*, *E2F2*, *c-MYC*, and *RB1*. **b** DNA replication and mitosis genes including *CDCA8*, *CENPF*, *NEK2*, and *TOP2A*. *p ≤0.05. *Ctrl* control, *JQ1* (S)-tert-butyl2-(4-(4-chlorophenyl)-2,3,9-trimethyl-6H-thieno[3,2-f][1,2,4]triazolo[4,3-a][1,4]diazepin-6-yl)acetate

### Effect of JQ1 on cell apoptosis

MSCs treated with JQ1 had no observable cell death. To further investigate whether JQ1 induced apoptosis in MSCs, Annexin V-treated cells were analyzed by flow cytometry. These results, as depicted in Fig. 6a, showed that JQ1 treatment for up to 72 hours had no significant increase in apoptotic cell population. These cells were also analyzed for expression of genes involved in regulation of apoptosis including antiapoptotic *BCL2*, proapoptotic *BIM*, and initiator Caspases 8 and 9. Results showed that mRNA expression levels of *BCL2*, Caspase 8 and Caspase 9 were reduced significantly by 6-fold to 9-fold while no significant change in the mRNA expression of *BIM* was observed (Fig. 6b). Further investigation by western blot analysis indicated that levels of proapoptotic proteins such as Caspase 8 and Caspase 9 were reduced in JQ1-treated cells in comparison with the control (Fig. 6c, d). However, the reduction in expression of Caspase 9 was less pronounced (Fig. 6d). These results suggested that MSCs did not undergo apoptosis in response to JQ1.

**Fig. 6:**
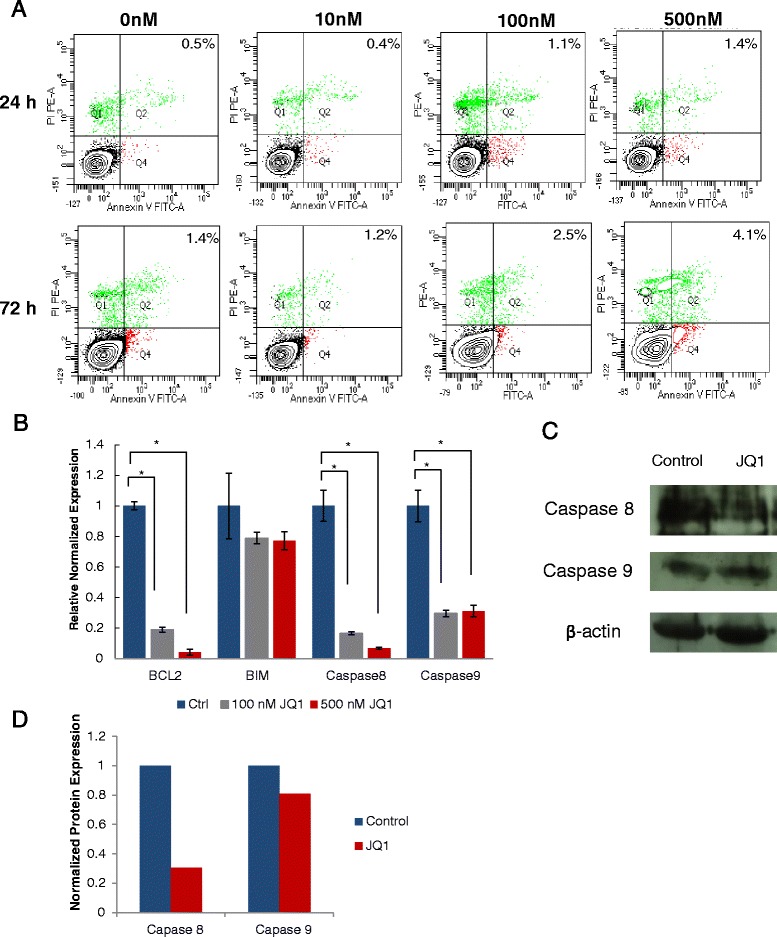
Effect of JQ1 on apoptosis of MSCs. **a** Annexin V/FITC and PI staining of MSCs treated with 0, 10, 100 and 500 nM JQ1 for 24 and 72 hours. Plots are representative of the mean number of Annexin V-positive cells (*n* = 3) from three biological experiments. **b** qRT-PCR analysis of apoptosis genes including *BCL2*, *BIM*, *Caspase 8*, and *Caspase 9* **c**. *p ≤0.05. **c** Western blotting showing downregulation of Caspase 8 and Caspase 9 in MSCs treated with 500 nM JQ1. **d** Caspase 8 and 9 expression was quantified by ImageJ software and normalized to β-actin expression. *Ctrl* control, *FITC* fluorescein isothiocyanate, *JQ1* (S)-tert-butyl2-(4-(4-chlorophenyl)-2,3,9-trimethyl-6H-thieno[3,2-f][1,2,4]triazolo[4,3-a][1,4]diazepin-6-yl)acetate, *PI* propidium iodide

### Effect of JQ1 on expression of genes involved in WNT signaling and differentiation

To test whether JQ1 induces the differentiation of MSCs, microarray data indicated downregulation of genes involved in self-renewal (Fig. 4c). 

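Of the 4 self-renewal genes, the transcription factor genes POU5F1 (Oct4), NANOG and SOX2 were below the detection level on all 6 arrays and could not be tested. KLF4 was above it on all 6, with log2 signals of 8.47 in the control, 7.86 in treatment 1 and 7.97 in treatment 2 in set A and of 7.28, 7.19 and 7.29 in set B. Its log2 change was -0.63 at 500 nM with the deposited labels (standard error 0.38, adjusted p = 0.512 from limma) and -0.25 at treatment 2 by array name (standard error 0.18, adjusted p = 0.422).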

Significant downregulation of *Oct4*, *Nanog*, *Sox2*, and *Klf4* markers in MSCs treated with JQ1 was confirmed by qRT-PCR (Fig. 7a). This led us to look at the WNT signaling pathway, which is involved in regulating the genes involved in self-renewal and differentiation. Downregulation of WNT genes is known to indicate decreased self-renewal and increased differentiation. Determination of the transcriptional level of WNT genes showed that *WNT4*, *WNT5a*, and *WNT11* were not expressed in MSCs and were not affected by JQ1. However, the expression of *WNT2*, a member of the canonical WNT pathway, was decreased by 8.5-fold and 9.5-fold in MSCs treated with 100 nM and 500 nM JQ1, respectively, compared with control. This is in agreement with the microarray analysis, which showed that the expression of *FZD2*, a WNT receptor involved in the canonical WNT pathway, and *WNT2* were also downregulated in JQ1-treated cells (Fig. 4c). 

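FZD2, which encodes a Frizzled receptor, was lower in every treated array than in its own control. Its log2 changes were -0.67 at treatment 1 and -1.13 at treatment 2 in set A, and -0.69 and -1.98 in set B. By array name FZD2 fell by 1.56 at treatment 2 (standard error 0.25, adjusted p = 0.0353 from limma), and with the deposited labels its change at 500 nM was -1.46 (standard error 0.43, adjusted p = 0.466). The ligand gene WNT2 differed between the sets, with a log2 signal of 7.36 in the control of set A and 4.97 in that of set B. It changed by -1.26 at treatment 2 in set A and by 0.03 in set B. The control of set B lay close to its array's detection level of 4.62, so that a fall as in set A would end below it. The change by array name was -0.62 (standard error 0.34, adjusted p = 0.292). By label it was -1.33 at 500 nM (standard error 0.75, adjusted p = 0.495). WNT5A fell by 1.36 at treatment 2 by array name (adjusted p = 0.0183 from limma), with -0.35 at 500 nM by label (adjusted p = 0.798). The paper gives WNT5A as not expressed in MSCs and not affected by JQ1, whereas here it lay above the detection level in at least 2 arrays. Of the 8 measured WNT pathway genes that the study names, 2 fell and 6 did not pass (2 fell and 1 rose when adjusted over the list alone, which is not independent evidence), and the list did not pass with camera (adjusted p = 0.684).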

Further analysis revealed downregulation of *FZD4* but a 2-fold upregulation of *FZD6* and *LRP6* compared with the control. In addition, WNT-related proteins CTNNB1 and AXIN were upregulated by 2-fold and 6-fold, respectively. Taken together, these results suggest JQ1 modulated signal transduction by turning off WNT pathway resulting in downregulation of pluripotent genes and induction of differentiation (Fig. 7b). These results prompted us to explore the transcription levels of lineage-specific differentiation markers. Results depicted in Fig. 7c showed that osteogenic markers *Col1* and *Runx2*, and chrondrogenic markers *Col2* and *Sox9*, were downregulated. Interestingly, *Nestin* was downregulated but *TUJ1*, *CCL5*, *INA*, and *SMURF2* were significantly upregulated (Fig. 7d). 

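TUBB3, which encodes the neuronal tubulin TUJ1, and INA, which encodes the intermediate filament protein internexin, rose at treatment 2 by array name. TUBB3 had a log2 change of 2.06 (standard error 0.16, adjusted p = 0.0115 from limma), a 4.16-fold rise, and INA one of 1.80 (standard error 0.16, adjusted p = 0.0141). The chemokine gene CCL5 had a change of 1.67 (standard error 0.41, adjusted p = 0.0734), with 0.85 in set A and 2.49 in set B. SMURF2, which encodes a ubiquitin ligase, changed by -0.16 in set A and by 0.99 in set B (0.41 by array name, adjusted p = 0.441). The stem cell filament gene NES changed by -1.01 (adjusted p = 0.103). At 500 nM with the deposited labels, the changes were 1.52 for TUBB3, 1.29 for INA, 2.58 for CCL5 and 0.82 for SMURF2, and NES was at least 2.70-fold lower with both 500 nM arrays below the detection level, each with an adjusted p of 0.466.
Of the 10 measured lineage and neuronal genes that the study names, 2 rose, 1 fell (RUNX2, at -1.07) and 7 did not pass by array name (3 rose and 3 fell when adjusted over the list alone, which is not independent evidence). With the labels at 500 nM none passed (4 rose, TUBB3, CCL5, INA and SMURF2, and 2 fell when adjusted over the list alone). Of 12 measured neuronal genes, 2 rose, none fell and 10 did not pass (4 rose when adjusted over the list alone), and neither list passed with camera (adjusted p = 0.905 and 0.443).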

Microarray data were also in agreement with qRT-PCR results showing upregulation of all these genes. Furthermore, immunocytochemical analysis confirmed the expression of these specific proteins, TUJ1 and MAP2 (Fig. 7e). While expressions of these genes are generally associated with neuronal differentiation, additional studies will be required to show a direct effect of JQ1 on differentiation of MSCs.

**Fig. 7:**
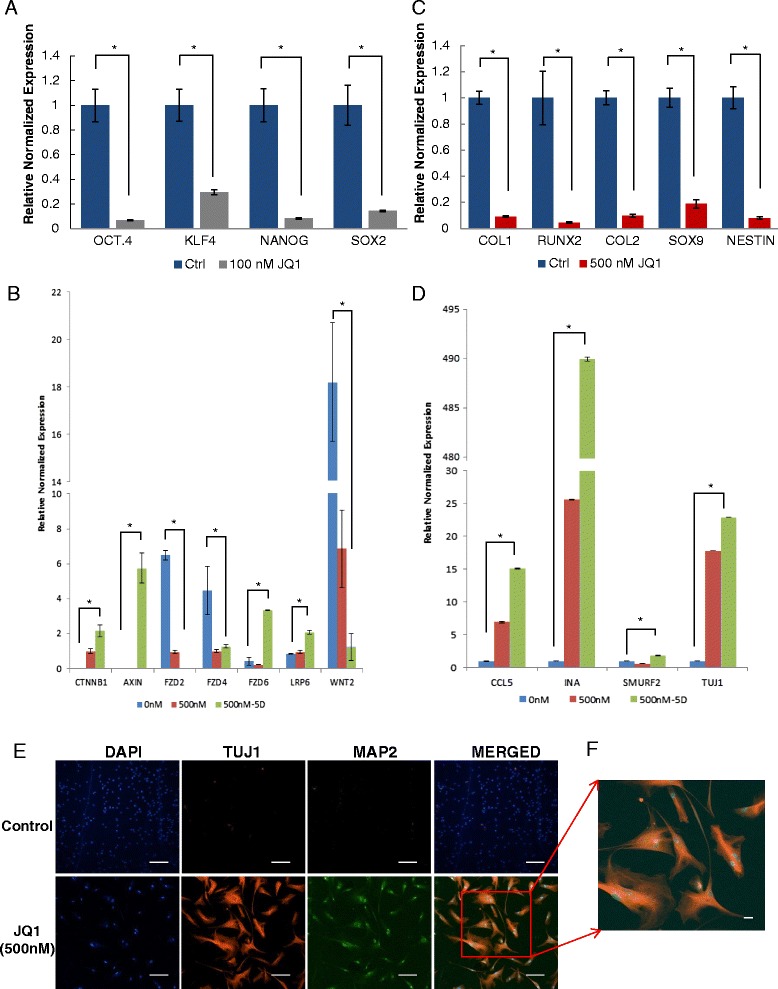
Effect of JQ1 on the expression of pluripotency, WNT signaling, and differentiation genes as determined by qRT-PCR **a**–**d** and immunocytochemical analysis **e**. **a** Pluripotent markers *OCT4*, *KLF4*, *Nanog*, and *SOX2* were downregulated in MSCs treated with 100 nM JQ1 for 24 hours. **b** WNT signaling genes *CTNNB1*, *AXIN*, *FZD6*, and *LRP6* were upregulated and *WNT2*, *FZD2* and *FZD4* were downregulated in MSCs treated with 500 nM JQ1 for 24 hours and 5 days. **c** Osteogenic markers *COL1* and *RUNX2*, chondrogenic markers *COL2* and *SOX9*, and neurogenic marker *Nestin* were downregulated in MSCs treated with 500 nM JQ1 for 24 hours. **d** Neuronal markers *TUJ1*, *CCL5*, *INA* and *SMURF2* were upregulated in MSCs treated with 500 nM JQ1 for 24 hours and 5 days. **e** TUJ1 and MAP2 proteins were expressed in MSCs treated with 500 nM JQ1 for 5 days. Images acquired at 10× magnification. **f** Zoomed-in merged image as shown in **e**. *p ≤0.05. *Ctrl* control, *DAPI* 4′,6-diamidino-2-phenylindole, *JQ1* (S)-tert-butyl2-(4-(4-chlorophenyl)-2,3,9-trimethyl-6H-thieno[3,2-f][1,2,4]triazolo[4,3-a][1,4]diazepin-6-yl)acetate

## Discussion

A number of chemicals have been developed and investigated for their anticancer properties, such as cell cycle arrest or cell death of cancer cells [4, 6]. Potential anticancer agents are typically tested in cultured cancer cells and animal models [19]. Studying the safety of anticancer agents in animal models has limitations because the results may not be directly applicable to humans due to genetic and physiological differences. For instance, only one-third of drugs tested using animal models pass onto clinical trials [20]. For these reasons, it is important to develop alternative methods, which have greater predictability and are less expensive to test safety and efficacy of new drugs. In this study, we use MSCs isolated from human umbilical cord tissue as a model system to test the safety of a potential anticancer agent, JQ1, which has been extensively investigated in animal models and various cancer cell lines [11, 12, 14]. It has been shown that JQ1, used in concentrations ranging from 100 nM to 1 μM, exerted anticancer activities in cancer cell lines through the inhibition of BET proteins, and consequently alteration in the transcription of target genes which play pivotal roles in the progression of cancerous diseases [21–23]. However, its effect on normal stem cells such as MSCs, which are involved in repair and regeneration of damaged tissues, is poorly studied both in vivo and in vitro.

Our study showed that JQ1 affected cell morphology and inhibited proliferation of cord-derived MSCs. This observation was consistent with the growth inhibition caused by JQ1 in various cancer cell lines derived from NMC, multiple myeloma, leukemia, and neuroblastoma [11–15]. JQ1 caused increases in cell size and granularity with simultaneous loss of CD105, suggesting differentiation of MSCs. Loss of CD105 has been implicated in the differentiation of cord blood-derived MSCs [24]. To explore the mechanism of growth inhibition of MSCs, we performed cell cycle analysis on MSCs treated with JQ1. Cell cycle profiles of JQ1-treated cells showed an increase in the percentage of cells arrested in the G1 phase, but a decrease in the percentage of cells in the S phase. These results indicated that JQ1 adversely affected cell cycle progression in MSCs. These observations are in agreement with previous studies in which JQ1 has been reported to induce G1 cell cycle arrest in many cancer cells, including nerve sheath tumors and leukemic cell lines [6, 17].

Previous studies with cancer cells have shown that JQ1 binds to BET proteins and inhibits their interaction with acetylated histones, causing cell cycle arrest in the G1 phase and apoptosis [11, 12]. Furthermore, JQ1 also downregulates key genes involved in control of the cell cycle and upregulates genes involved in apoptosis [14, 15, 17, 25]. Therefore, we questioned whether genes involved in cell cycle regulation and apoptosis were affected by JQ1 in MSCs as well.

Microarray analysis of JQ1-treated MSCs pointed to cell cycle arrest in the G1 phase. Microarray data confirmed by qRT-PCR analyses showed that a number of genes involved in cell cycle regulation, including *CCNA2*, *CCNB2*, *CCND1*, *CDK1*, *CDK6*, *c-MYC*, and *E2F2*, were downregulated. 

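Among the genes of G1 progression, the cyclin gene CCND1 had a log2 change of -0.04 at treatment 2 by array name (standard error 0.13, adjusted p = 0.856 from limma), its partner kinase gene CDK6 one of -0.17 (standard error 0.14, adjusted p = 0.470) and MYC one of 0.07 (standard error 0.12, adjusted p = 0.738). At 500 nM by label the changes were 0.23 for CCND1 (adjusted p = 0.596), -0.02 for CDK6 (adjusted p = 0.971) and 0.05 for MYC (adjusted p = 0.912). CCND2 had a change of -0.56 by array name (adjusted p = 0.163), and the retinoblastoma gene RB1 one of -0.02 (adjusted p = 0.942). By label these were -1.88 (adjusted p = 0.466) and 0.05 (adjusted p = 0.931). Of 28 measured MYC target genes of ribosome biogenesis, none rose or fell, also when adjusted over the list alone, and the list did not pass with camera (adjusted p = 0.283). From its array data and its cell cycle profiles, the paper states that the results pointed to an arrest of MSCs in G1. It also reports falls of CCND1, CDK6, MYC and RB1 by qRT-PCR, which the array values do not test.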

*CCNA2* interacts with *CDK2*, and their activity starts late in the G1 phase and lasts through the S and G2 phases [26, 27]. BRD2 has been shown to activate the transcription of *CCNA2* through binding to its promoter [28, 29]. Downregulation of *CCNA2* in our study is consistent with the observation that overexpression of BRD2 upregulated the transcription of *CCNA2* which led to aggressive cancer in the mouse [30]. Also, a BRD2 mutation resulted in loss of *CCNA2* transcriptional activation in NIH3T3 cells [31, 32]. *CCND1* and *CCND2* are known to play a role in G1/S transition, and they associate with their partners *CDK4* and *CDK6* during cell cycle regulation [33, 34]. Cyclin D is required to drive the cell cycle through the transcription activation of Cyclin A and Cyclin E. As such, they are connected to many cancers through their overexpression or the interruption of their pathways [35]. Studies showed that JQ1 or BRD4 knockdown in NF1 (Neurofibromatosis type 1)-associated malignant peripheral nerve sheath tumors decreased the expression of *CCND1* [16]. A similar effect was observed upon treatment of medulloblastoma cell lines with JQ1 [36]. The effect of JQ1 on MSCs in our study, as well as on cancer cell lines in the other studies, are in line with the previous studies showing that BRD4 activates the transcription of *CCND1* and *CCND2*, and that their expression is reduced in NIH3T3 cells after knockdown of BRD4 [33]. BRD2 also has been shown to regulate the transcription of *CCND1* [28, 29]. *c-MYC* is an oncogene that is expressed early in the G1 stage and has a crucial role in cell cycle progression [37]. It is known to activate the transcription of proliferation genes, and overexpression is associated with tumorigenesis [36, 38–40]. *c-MYC* has been shown to be regulated by BRD4 in various cancer cell lines such as Hela cells and leukemia cells, and *c-MYC* expression was reduced upon BRD4 knockdown or cell treatment with small molecules inhibiting BRD4 [14, 37]. JQ1 is known to interfere with BRD4, consequently decreasing c-MYC expression in MSCs, which was evident in our results. The *E2F* transcription factor family was among the highly downregulated groups in the gene expression profile. 

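Within the E2F family, E2F2 and E2F7 passed by array name, and both fell at treatment 2. E2F7, which encodes a repressor of the family, fell by 1.27 on the log2 scale (standard error 0.20, adjusted p = 0.0347 from limma). The changes of the other measured members were 0.32 for E2F1, -0.24 for E2F3, -0.31 for E2F4, 0.37 for E2F5 and 0.36 for E2F6, with adjusted p between 0.171 and 0.360. By label they were 0.20, -0.15, -0.30, 0.48 and 0.41 at 500 nM for E2F1, E2F3, E2F4, E2F5 and E2F6, with adjusted p between 0.475 and 0.760. E2F8 was above the detection level on 1 array and was not tested. The change of E2F7 at 500 nM by label was -0.83 (standard error 0.66, adjusted p = 0.592).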

We confirmed that *E2F2* transcription reduced upon JQ1 treatment of MSCs with qRT-PCR. The E2F family plays a critical role in the regulation of the cell cycle through transcriptional regulation of genes involved in the G1 phase and DNA replication [41]. BRD2 has been shown to form a complex with *E2F* and transactivates E2F responsive genes in NIH3T3 cells [28, 29, 32, 41]. *CCND1*, *CCNA*, *CCNE*, and dihydrofolate reductase were among the *E2F* responsive genes [28, 29, 32]. 

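Cyclin-dependent kinase inhibitors, which hold back entry into the cell cycle, did not pass as single genes. Of the 6 measured, none rose or fell at treatment 2 by array name, also when adjusted over the list alone, and CDKN2B had a log2 change of -0.11 (adjusted p = 0.589 from limma). As a list they did not pass at treatment 2 (mean log2 change -0.23, adjusted p = 0.183 from camera) and were lower at treatment 1 (mean -0.32, adjusted p = 0.0166), where they did not pass with an estimated correlation (adjusted p = 0.546). The mean change at 500 nM by label was -0.34 (adjusted p = 0.114).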

Although G1 arrest, along with downregulation of *RB1* and stemness genes, has been reported in senescent cells [42], our results showed downregulation of senescence genes such as *RB2*, *CDKN1A*, *CDKN2A*, and *CDKN1B*, suggesting that JQ1-induced arrest in MSCs is not due to senescence.

Since JQ1 resulted in cell cycle arrest in MSCs, we further investigated whether JQ1 induced apoptosis as reported in cancer cells. Flow cytometric analysis also showed no significant increase in Annexin V-positive cells, suggesting that JQ1 did not induce apoptosis in MSCs. To further confirm that JQ1 did not exert an apoptotic effect in MSCs, transcriptional levels of *BCL2*, *BIM*, *Caspase 8*, and *Caspase 9*, which play critical roles in controlling the apoptotic pathways, were determined by qRT-PCR. Even though JQ1 caused a significant downregulation of *BCL2*, an antiapoptotic marker, expression of proapoptotic genes *Caspase 8* and *Caspase 9* were also downregulated, while no significant change in the expression of *BIM* was detected. Western blot analysis also revealed significant downregulation of Caspase 8 but little change in the expression of Caspase 9, which is consistent with the qRT-PCR analysis as discussed. These results suggested that MSCs did not undergo apoptosis when they were subjected to JQ1 treatment.

Stem cells have been reported to express several self-renewal markers, including *OCT4*, *Nanog*, *KLF4*, and *SOX2* [43–47]. Our microarray and qRT-PCR data showed that JQ1 treatment of MSCs led to downregulation of *OCT4*, *Nanog*, *KLF4*, and *SOX2*, suggesting that BET proteins play an essential role in the self-renewal of MSCs.

Since signaling pathways are known to play an important role in differentiation processes, we investigated whether WNT signaling was involved in self-renewal and differentiation of stem cells [48]. Microarray analysis of the transcripts from JQ1-treated MSCs indicated differential expression of WNT-related genes. 

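Of 36 measured WNT ligands, receptors and pathway genes, 1 rose, 3 fell and 32 did not pass at treatment 2 by array name (4 rose and 3 fell when adjusted over the list alone). The receptor gene FZD9 rose, with a log2 change of 1.96 (adjusted p = 0.0113 from limma), and ROR1, a receptor of WNT5A, fell by 0.62 (adjusted p = 0.0499). The mean change of the list was -0.03 and it did not pass with camera (adjusted p = 0.834). Of 14 WNT/beta-catenin target genes only 4 were measured, ZNRF3, DKK1, MYC and CCND1. None passed, also when adjusted over the list alone, with a log2 change of -0.22 for DKK1 (adjusted p = 0.321 from limma). The other targets did not pass the detection filter, so this list cannot decide whether the output of the pathway changed. With the deposited labels no gene of either list passed at 500 nM, and the mean change of the pathway list was -0.04 (adjusted p = 0.460 from camera).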

Further analysis of transcripts of JQ1-treated cells by qRT-PCR revealed downregulation of *WNT2*, *FZD2,* and *FZD4* and upregulation of *FZD6*, *LRP6*, *CTNNB1*, and *AXIN*. These observations suggest that the WNT pathway is turned off and differentiation of MSCs is induced by JQ1. This is in partial agreement with a previous report where downregulation of *WNT2*, *FZD2*, and *FZD4* and upregulation of *CTNNB1* was involved in neural differentiation of human adipose-derived stem cells [49]. Taken together, these observations suggested that JQ1 modulates WNT signaling, which is known to be involved in self-renewal and differentiation of MSCs.

It has been proposed that BET proteins exert a dual function where they act as coactivators for cell cycle genes and corepressors for specific differentiation markers [1]. Therefore, we investigated the transcriptional expression of lineage-specific differentiation markers. Among all of the investigated differentiation markers, only *TUJ1*, *CCL5*, *INA*, and *SMURF2* were upregulated, which are neuronal lineage-specific markers [50–52]. Although these data showed modulation of suggested neuronal markers, this alone is not sufficient to implicate JQ1 in neural/neuronal differentiation. Nevertheless, the results indicate the harmful effects of JQ1 on MSCs by modulating not only the WNT signaling but also the genes involved in the differentiation. Moreover, significant upregulation of genes such as *TNF*, *CCL5*, and *ICAM1* is interesting as observed by microarray analysis because these genes have been reported to be important for leukocyte recruitment and cell adhesion [53, 54], suggesting that JQ1 treatment of MSCs may have implication in tumor progression in situ.

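The adhesion gene ICAM1, which acts in leukocyte recruitment, rose at treatment 2 by array name, with log2 changes of 1.50 and 3.79 at treatments 1 and 2 in set A and of 2.13 and 3.70 in set B (3.75 at treatment 2, standard error 0.22, adjusted p = 0.0113 from limma). The cytokine gene TNF was below the detection level in both controls and at least 8.93-fold higher at treatment 2 (adjusted p = 0.0203). Of the 3 leukocyte recruitment genes that the study names, 2 rose at treatment 2 and CCL5 did not pass, and at treatment 1 none passed (3 rose at each when adjusted over the list alone, which is not independent evidence). Of 33 measured NF-kB target chemokine, cytokine and adhesion genes, 13 rose, none fell and 20 did not pass (21 rose when adjusted over the list alone), among them BIRC3 at 3.25, CXCL5 at 3.54 and TNFAIP2 at 4.43. Both lists were higher with camera (adjusted p = 0.00323 and 1.27e-10) and neither passed with an estimated correlation (adjusted p = 0.390). The NF-kB targets were already 0.95 higher in the control of set B than in that of set A.
By label, ICAM1 had a change of 3.40 at 500 nM (standard error 0.88) and TNF, with both controls below the detection level, a fold of at least 3.12, each with an adjusted p of 0.466. The paper proposes from the rise of these genes that JQ1 treatment of MSCs may bear on tumor progression.

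**Figure D3:**
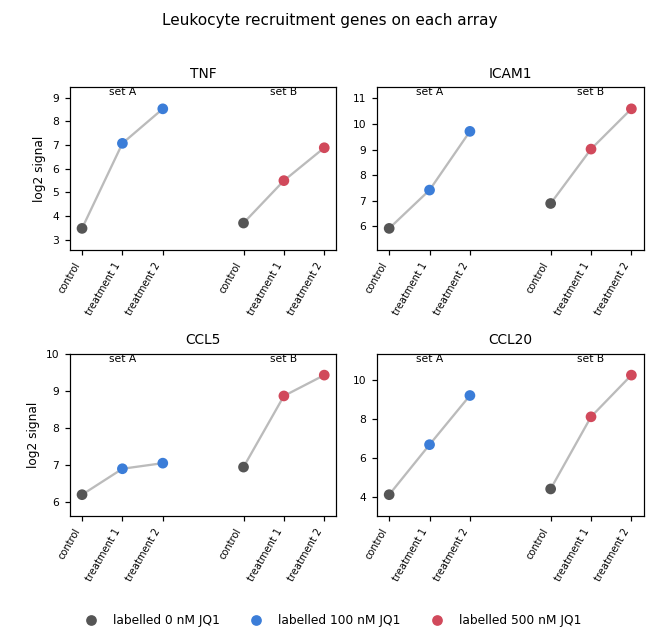
Log2 signal of 4 genes of leukocyte recruitment on each array, coloured by labelled dose, with lines joining the arrays of a set and a separate axis for each gene. TNF lies at 3.48 and 3.71 in the controls and at 8.53 and 6.89 in the treatment 2 arrays, and CCL5 is higher throughout set B than in the matching arrays of set A.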

Our results clearly showed that JQ1 inhibited MSC growth by influencing important cellular processes including cell cycle, signal transduction, and differentiation. In addition, genes involved in self-renewal, DNA replication, and mitosis were downregulated. JQ1 is likely to exert a similar effect on MSCs derived from other adult sources such as bone marrow MSCs. Interestingly, recently published reports showed antioxidant activity of JQ1 and its ability to block memory in mice [55, 56]. Therefore, further studies are needed to clarify the molecular mechanism of action of the BET proteins in MSCs. Since JQ1 can inhibit all BET proteins, and a redundancy in the BET proteins function has been proposed, additional investigation would help in elucidating which one of the BET proteins is responsible for the transcription of genes involved in MSC cell cycle regulation.

## Conclusion

Overall, this study revealed harmful effects of JQ1 and possibly other members of the thienodiazepine class on growth, self-renewal, and cell cycle progression of MSCs. The use of this class of BET inhibitors as anticancer agents should therefore be more carefully evaluated before their use for cancer therapy. Furthermore, our studies provided a promising model to supplement animal studies to investigate the safety of anticancer agents or drugs. This is a simple and inexpensive system compared with animal models and could provide results and predictions directly applicable to humans. These findings are likely to have implications in stem cell biology, cancer therapy, and regenerative medicine and provide a basis for future studies.

## Additional file

Additional file 1: Table S1. Presenting a list of human primer sequences used in qRT-PCR.

## Abbreviations

BD: Bromodomain
BET: Bromo- and extra-terminal domain
DAPI: 4′,6-Diamidino-2-phenylindole
DMEM: Dulbecco’s modified Eagle’s medium
DMSO: Dimethyl sulfoxide
DNMT3A: DNA methyltransferase 3A
ET: Extra-terminal
FITC: Fluorescein isothiocyanate
GM: Growth medium
JQ1: (S)-Tert-butyl2-(4-(4-chlorophenyl)-2,3,9-trimethyl-6H-thieno[3,2-f][1,2,4]triazolo[4,3-a][1,4]diazepin-6-yl)acetate
MSC: Mesenchymal stem cell
NMC: NUT midline carcinoma
NUT: Nuclear protein in testis
PBS: Phosphate-buffered saline
PI: Propidium iodide
qRT-PCR: Quantitative reverse transcriptase PCR
SEM: Standard error of the mean
STAT5: Signal transducer and activator of transcription 5

# Supplementary material for: BET protein inhibitor JQ1 inhibits growth and modulates WNT signaling in mesenchymal stem cells
**Source:** Stem Cell Res Ther. 2016 Feb 1;7:22. doi: 10.1186/s13287-016-0278-3
**Supplement:** Additional file 1: Table S1. — Presenting a list of human primer sequences used in qRT-PCR.

**Additional file 1: Table S1**

*List of Human Primer Sequences Used in qRT-PCR.*

| Gene | Primer Sequence | | |
| --- | --- | --- | --- |
|  | Forward (5’-3’) | Reverse (5’-3’) | Product Length |
| *BCL2* | GGATGCCTTTGTGGAACTGTA | CCAAACTGAGCAGAGTCTTCA | 86 |
| *BIM* | AGTGGGTATTTCTCTTTTGACACAG | GTCTCCAATACGCCGCAACT | 192 |
| *Caspase 8* | CCAGAGACTCCAGGAAAAGAGA | GATAGAGCATGACCCTGTAGGC | 185 |
| *Caspase 9* | AACAGGCAAGCAGCAAAGTT | CACGGCAGAAGTTCACATTG | 247 |
| *CCNA2* | GGTACTGAAGTCCGGGAACC | GTGACATGCTCATCATTTACAGG | 105 |
| *CCNB2* | CCGACGGTGTCCAGTGATTT | TGTTGTTTTGGTGGGTTGAACT | 180 |
| *CCND1* | CTGTGCATCTACACCGACAACTC | AGGTTCCACTTGAGCTTGTTCAC | 86 |
| *CDCA8* | CTTCGCCCTTGGAGGAAACAA | GGTGTCTGAATAGCTTCTGCTG | 102 |
| *CDK1* | CATGGCTACCACTTGACCTGT | AAGCCGGGATCTACCATACC | 128 |
| *CDK6* | AGACCCAAGAAGCAGTGTGG | AAGGAGCAAGAGCATTCAGC | 387 |
| *CENPF* | AGAACCCACCACGAAATCC | TGCCTTCACTGGACCTTACA | 162 |
| *c-MYC* | CGGAACTCTTGTGCGTAAGG | CTCAGCCAAGGTTGTGAGGT | 123 |
| *COL1* | AAGGTCATGCTGGTCTTGCT | GACCCTGTTCACCTTTTCCA | 114 |
| *COL2* | CTCGTGGCAGAGATGGAGAA | CACCAGGTTCACCAGGATTG | 252 |
| *E2F2* | GGCCAAGAACAACATCCAGT | TGTCCTCAGTCAGGTGCTTG | 170 |
| *GAPDH* | ACAACTTTGGTATCGTGGAAGG | GCCATCACGCCACAGTTTC | 101 |
| *KLF4* | CGAACCCACACAGGTGAGAA | TACGGTAGTGCCTGGTCAGTTC | 94 |
| *Nanog* | AAAGAATCTTCACCTATGCC | GAAGGAAGAGGAGAGACAGT | 110 |
| *NEFL* | GGATCGTTGATGCCCAGTCT | CGGATGGACTTGAGGTCGTT | 77 |
| *NEK2* | AAGGAATGCCACAGACGAAG | TGCGATTCATTTGTTCAGGA | 199 |
| *Nestin* | CAACTTGGAGGGGAAGTCAC | CTCAGAGACTAGCGGCATTC | 97 |
| *OCT4* | CCCCTGGTGCCGTGAA | GCAAATTGCTCGAGTTCTTTCTG | 97 |
| *FZD2* | TTTCTGGGCGAGCGTGAT | AAACGCGTCTCCTCCTGTGA | 86 |
| *FZD4* | GGCGGCATGTGTCTTTCAGT | GAATTTGCTGCAGTTCAGACTCTCT | 76 |
| *FZD6* | ACTCTTGCCACTGTGCCTTT | GCACAAGATACAAGCCGCTG | 167 |
| *LRP6* | GCCAGAGGATGTTGTGTCCA | AAGAGGCACAGAAGCTGGTC | 89 |
| *AXIN1* | TGGACCTCGGAGCAAGTTTC | CTGTGGACACCAGTTCTCCC | 78 |
| *CCL5* | TACCATGAAGGTCTCCGC | GACAAAGACGACTGCTGG | 199 |
| *INA* | ACCAAGAGTGAGATGGCACG | TTGGGAAGTGGATTCAGCCC | 164 |
| *SMURF2* | CCGAATAGGCACAGGAGGAC | GCGGTTCTCCTTTCTTCCCA | 87 |

How the deposited data were processed for this re-analysis (not part of the article)

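RNA was measured on 6 Illumina HumanHT-12 v4 arrays, 1 per sample, from umbilical cord MSCs treated for 24 hours with 0, 100 or 500 nM JQ1, with 2 arrays per labelled dose. The submitters' processing notes name GenomeStudio and Partek. The authors deposited a table of signal intensity per probe with a detection p-value per probe and array, and a table of log2 values per gene symbol. The background correction, normalization, filter and test of the arrays are not stated in the paper. In the deposited intensity table, between 28.7% and 28.8% of the 47322 probes per array lie at or below 0, and the deciles of the signals above 0 differ between arrays by at most 0.392%, so that the table had been background-subtracted and quantile-normalized although it is called non-normalized. In the authors' table of log2 values, 24811 of the 34686 entries (71.5%) equal log2 of 1 probe's signal plus an offset of 12.7 in all 6 arrays, and at most 0.0375% do with 2 columns exchanged, which ties each column of one table to a column of the other. The remaining entries were taken to be averages of several probes.

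The plan made before the data were examined was to apply background correction and quantile normalization to raw signals. Since the signals had already been normalized and the probes carry no gene names, the authors' log2 values per gene symbol were used without further normalization. Of the symbols, 17757 are current, 3453 are older ones, 9823 are LOC numbers and 3270 are UniGene clusters. Spike-in controls (92) were left out. A gene was kept when its value lay above the level that corresponds to a detection p of 0.05 in at least 2 arrays, which left 15924 genes, of which 3728 are LOC numbers or clusters. That level was between 4.45 and 4.62 on the log2 scale, and between 18417 and 20077 probes (38.9% to 42.4%) were detected per array. Where both arrays of a dose lay below the level, the fold is given as a lower bound from the level itself.

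Differences were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, in 1 fit of all 6 arrays, with Benjamini-Hochberg adjustment over the kept genes and a threshold of 0.05. The counts over 3 doses come from the moderated F test at unadjusted p, with the larger of the folds against 0 nM. Gene lists were tested with camera, with a preset correlation of 0.01 and again with an estimated correlation, adjusted over the 33 lists with at least 2 measured genes. There were 35 lists with 647 members, all found in the table, where a gene on several lists is counted once for each. Of the lists, 8 hold genes that the study names. The other lists cover S phase, G2/M phase, replication origin licensing and firing, cyclin-dependent kinase inhibitors, BET inhibitor response, BET family, MYC targets of ribosome biogenesis, NF-kB targets, interferon-stimulated genes, collagen and extracellular matrix, smooth muscle, cholesterol synthesis, the unfolded protein response, p53 targets, the BCL2 family and caspases, NRF2 targets, WNT pathway and WNT targets, neuronal, osteogenic, chondrogenic and adipogenic genes, markers of MSCs, endothelium, blood and epithelium, and reference genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

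The labelled groups, the tests, the lists, the thresholds and the rule for named genes were chosen before the data were examined. By that rule the genes that the text names were drawn from the 10 genes with the largest rise and the 10 with the largest fall among those that passed with both treated arrays beyond both controls, the genes that the paper names as measured, a fixed set with HEXIM1, SERPINI1, GAPDH, the BET family and MSC surface markers, and up to 4 genes per list with the smallest p, not all of which are named. Genes with LOC or cluster names are counted and not named, and the paper's heatmap had been seen when the rule was written. E2F1, E2F3, E2F4, E2F5, E2F6, E2F7, E2F8 and PTPRC fall outside it and were chosen after their values were seen.

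The doses by array name, with the set as a block, and the count at an adjusted p for 4 treated against 2 untreated arrays were added after the data were examined, whereas that comparison as an alternative for the counts over 3 doses had been planned. In each set the deviations from the dose means correlate between its arrays (0.581 for the control and treatment 1, 0.498 for the control and treatment 2, and 0.606 for treatments 1 and 2), and the array names give the sets, so the set was used as a block. Leaving out 1 array leaves a group with 1 array, which is then assumed to vary like the others. Alternatives changed the offset (50), the scaling (to 12 reference genes), the filter, the probes, the variance model, the block, the comparison and the arrays used.

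The fits were tested on simulated data in which 200 of 15924 genes were changed, with 20 draws per case and the spread of the fits. At a log2 change of 2, 70.8% of changed genes were recovered with the labelled groups and 83.3% with the array names and the set as a block, with 5.29% and 5.61% of calls false. At a log2 change of 4, the shares were 96.0% and 97.2%. At a log2 change of 1, 0.025% and 0% were recovered. The simulated genes varied independently of each other and only the 500 nM arrays were changed. By array name the data held 4769 genes at an unadjusted p under 0.05 in limma, which makes the adjusted threshold less strict. Of the 1524 that passed, 347 rose and 506 fell at least 2-fold, so that others passed with smaller changes. The simulated shares therefore do not give the recovery or the false calls in these data.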

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

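The grouping by array name with its counts and the tests of each explanation in this part were chosen after the results that they measure had been seen, while the fit with the deposited labels had been planned.

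By array name, 1524 genes passed for treatment 2 against the control and none with the deposited labels, where limma gave 1673 genes at an unadjusted p under 0.05. The difference of treatment 2 and treatment 1 correlates across genes between the sets (r = 0.518), which an exchange of the doses of 2 arrays in the labels needs, and the labelled difference of 500 and 100 nM correlates with the difference of the controls of sets B and A (r = 0.603). A batch that shifted the 3 arrays of one replicate number by equal amounts is argued against as the whole cause, since the larger covariance of the controls with a treated pair was 0.426 of that between the treated pairs. A higher JQ1 dose in the treatment 2 arrays could account for the BET inhibitor response genes, whose difference of 1.24 in set A and 0.89 in set B lies at percentile 100 of 10000 random lists in both sets, although random lists ignore the correlation between members and the list did not pass between treatments 2 and 1 with an estimated correlation (adjusted p = 0.404, against 1.13e-07 with the preset one). A smaller part from the replicate numbers stays open, but the control and treatment 2 arrays of set B share a replicate number and there CCNA2 fell by 3.60 and ICAM1 rose by 3.70, and the doses stay open, since the paper's qRT-PCR gives CCNA2, CDK1, E2F2 and CCNB2 as 3-fold to 9-fold lower at 100 nM and more than 9-fold lower at 500 nM, where the log2 changes are -0.48 to -0.30 in the treatment 1 arrays, -1.16 to -0.64 in the arrays labelled 100 nM, -3.29 to -2.32 in the treatment 2 arrays and -2.62 to -1.98 in the arrays labelled 500 nM.

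NF-kB target genes, a list of 33 measured genes of which the paper discusses TNF, CCL5 and ICAM1, had a mean log2 change of 1.73 at treatment 2 by array name. Blood cells in the treated cultures cannot be told apart, since CD74 rose at least 2.56-fold (adjusted p = 0.0242 from limma) with a highest change of 2.86 in set B before the detection level is taken into account, while the other 5 measured blood cell markers did not pass, the mean change was 0.24 in set A and 0.50 in set B, and the test first used, a median over markers that go both ways, decides nothing. Of the 15 markers, 9 lay below the detection level on at least 5 arrays, PTPRC (CD45) among them on all 6, which goes against blood cells, although genes at the floor exclude no small share. The paper's cells were negative for CD34 and CD45 by flow cytometry when first characterized. That was at an earlier passage than the JQ1 treatment, so it does not cover the treated cultures themselves. Scaling to reference genes left at least 86.0% of the median change in each set (from 2.03 to 1.96 in set A and from 0.991 to 0.852 in set B). This cannot decide on a shift of all genes on an array, since the signals had already been quantile-normalized. The reference genes lay only -0.06 to 0.10 from their mean over the arrays, so that scaling could remove little. The test replaced an earlier one whose bound of 1 lay above the unscaled median of set B and decided nothing either. A distortion that depends on the signal level was not tested and stays open, as do an effect of JQ1 on these genes and the difference of 0.744 in their median between the controls.

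BET inhibitor response genes known to rise, a list that the paper does not discuss, had a mean log2 change of 1.86 at treatment 2 by array name, where 7 of 9 rose and 9 of 9 rose when adjusted over the list alone (adjusted p = 1.14e-07 from camera and 0.390 with an estimated correlation). NRF2 target antioxidant genes, also not discussed, had a mean log2 change of 0.896, where 10 of 17 rose and 14 rose when adjusted over the list alone (adjusted p = 2.94e-07, and 0.390 with an estimated correlation). Between the 2 sets of arrays, which the paper does not mention, 1079 genes differed in limma, 528 higher in set B and 551 higher in set A.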

How the results depend on the processing

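The grouping by array name, the set as a block, the other pairing, the comparison of treated with untreated arrays at an adjusted p and the settings with the fold between any 2 doses were chosen after the data were examined. With the deposited labels, the counts of 0 stayed at 0 in most alternatives (15 of 18 at 500 nM, 17 of 18 at 100 nM and 14 of 18 for 500 against 100 nM). The count of 1524 by array name stayed within 1.5 times in 2 of 15 alternatives, that of 177 in 0 of 15, and the number of gene lists that passed at 500 nM in all 14 with the labels and all 12 by array name, although none passed with an estimated correlation. Low signals limit what can be seen, with 38.9% to 42.4% of probes detected per array. Background correction and median scaling were not run because the signals were already normalized, the authors' values are the ones used, and no slide is given for a slide block. Except where named, the cause was not tested.

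With the labels at 500 nM the count was 1 unmoderated, 52 by array name and 1524 by array name with the set as a block, and at 100 nM it was 1 unmoderated. For 500 against 100 nM it was 177 by array name with the set as a block and 66 with 2 groups only. By array name at 500 nM (1524) it was 3068 with an offset of 50, 2730 for genes detected in all arrays, 3207 with trend and robust, 52 with no set block, and 0 with no filter, unmoderated, or with the other pairing of the treated arrays. Scaling to reference genes gave 1569, of which 476 rose and 1093 fell, against 695 and 829. By array name at 100 nM (0) it was 54 with an offset of 50, 22 for genes detected in all arrays and 78 with trend and robust. By array name for 500 against 100 nM (177) it was 838 with an offset of 50, 270 with reference gene scaling, 689 for genes detected in all arrays, 304 for every probe, 970 with trend and robust, and 0 with no filter, unmoderated, no set block or the other pairing. Treated against untreated arrays (0, with 2423 at an unadjusted p under 0.05) gave 1 with trend and robust.

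For the F test at 0.05 (1523), the count was 2406 with no filter, 3819 by array name with the set as a block and 2677 for either contrast. At 0.01 (248) it was 377 with no filter, 157 for genes detected in all arrays, 603 by array name, 1526 by array name with the set as a block, 473 for either contrast and 392 unmoderated over all 34686 entries of the authors' table. At 1.5-fold (243) it was 372 with no filter, 148 for genes detected in all arrays, 78 unmoderated, 600 by array name, 1496 by array name with the set as a block and 473 for either contrast. At 2-fold (154) it was 68 with an offset of 50, 291 with no filter, 72 for genes detected in all arrays, 23 unmoderated, 443 by array name, 846 by array name with the set as a block, 248 for either contrast, and 45 unmoderated over all entries, or 53 with the fold between any 2 doses. With the labels and the set as a block, the F test counts were 1177, 170, 170 and 148. Gene lists that passed at 100 nM were 6 with the labels and 12 by array name with the set as a block, and 6 by array name without it.

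Replicate numbers in the labels pair the controls only weakly with the treated arrays. The deviations from the dose means correlate at 0.18 for 0 and 100 nM and 0.07 for 0 and 500 nM. They do pair the treated arrays with each other, at 0.52 for 100 and 500 nM. Among the treated arrays the replicate number is also the treatment number, so a shared replicate and a shared treatment cannot be told apart there. With the replicate number as a block, the count stayed at 0 at 500 nM, at 100 nM and between them (2831, 1987 and 2123 at an unadjusted p under 0.05 in limma), and the F test counts were 2605 at 0.05, 626 at 0.01, 616 at 1.5-fold and 417 at 2-fold.

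Leaving out 1 array at a time gave 0 to 596 genes by array name at 500 nM (261 without the control of set A, 596 without either treatment 1 array, 0 without the control of set B or either treatment 2 array), 0 to 66 for 500 against 100 nM with the labels and 0 to 0 by array name. The F test gave 750 to 2132 at 0.05, 86 to 641 at 0.01, 86 to 626 at 1.5-fold and 78 to 518 at 2-fold. Gene lists that passed were 9 to 12 at 500 nM and 1 to 9 at 100 nM with the labels, 11 to 12 and 6 to 12 by array name, and 7 to 13 for treated against untreated arrays.

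Interferon-stimulated genes had a mean log2 change of 0.64 at 500 nM with the labels, and of -0.043 to 1.317 leaving out 1 array (-0.043 without the 0 nM array of replicate 1), -0.037 by array name with and without the set as a block, and -0.043 with the labels and the set as a block. At 100 nM with the labels, leaving out 1 array gave -0.74 to 0.425 for S phase genes and -1.39 to 0.483 for G2/M genes, each higher without the 100 nM array of replicate 2. By array name at 100 nM, leaving out 1 array gave -0.433 to 0.049 for G2/M genes, with 0.049 without the treatment 1 array of set B, and S phase and licensing genes turned to -0.505 and -0.506 with the other pairing. At 500 nM by array name with the set as a block, COL11A1 turned from 0.15 to -0.696 and IFI44 from 0.16 to -0.962.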

Differences from the paper's values

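The paper counts 445 genes at a p of 0.01, where the F test over the 3 labelled doses gave 248 genes at an unadjusted p of 0.01 or less. The paper names no test for the arrays, and its text and the legend of Fig. 4 give this threshold with opposite signs. Of the alternatives set before the data were examined, no filter (377), every probe (322), leaving out the 0 nM array of replicate 1 (641) or 2 (551), the replicate number as a block (626), either contrast (473) and an unmoderated test over all 34686 entries of the authors' table (392) come within 1.5 times of the paper's count. An offset of 50 (230), reference gene scaling (247), genes detected in all arrays (157), trend and robust (253), an unmoderated test (207), leaving out a 100 nM array (162 and 120) or a 500 nM array (201 and 86), the 500 nM contrast (276), the 100 nM contrast (260) and treated against untreated arrays (294) do not.

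For 2-fold changes the paper counts 53 genes, against 154 here. The alternatives set before the data were examined that come within 1.5 times are an offset of 50 (68), genes detected in all arrays (72), leaving out the 500 nM array of replicate 2 (78) and an unmoderated test over all entries of the authors' table (45). Reference gene scaling (166), no filter (291), every probe (197), trend and robust (153), an unmoderated test (23), leaving out a 0 nM array (518 and 423), a 100 nM array (153 and 105) or the 500 nM array of replicate 1 (193), the replicate number as a block (417), the 500 nM contrast (137), the 100 nM contrast (143), either contrast (248) and treated against untreated arrays (114) do not. With no filter, an unmoderated test and the fold between any 2 doses, a setting chosen after seeing the values, the counts are 210 at 1.5-fold and 53 at 2-fold, equal to the paper's, and 392 at a p of 0.01, where chance alone would give 347. Under that setting 182 of the 392 lie under 1.5-fold. The sum of 182, 210 and 53 is 445, in which the 53 are counted a second time because the 210 include them. At a p of 0.05 or less the setting does not give the paper's count of 2134. There it gives 1990 genes, with 971 under 1.5-fold, 1019 at least 1.5-fold and 257 at least 2-fold. The sum of 971, 1019 and 257 does not equal 2134 either. The match at 0.01 therefore does not show how the paper counted. The paper lists no genes for its counts, so how many of its own genes the setting drops could not be counted.

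For its array counts the paper gives p thresholds and states no adjustment. Genes that passed here had an adjusted p under 0.05 over all kept genes, which is stricter than an unadjusted p of 0.05. A gene that did not pass here may therefore still meet a threshold of the paper. The paper states that senescence genes fell. CDKN1A, CDKN2A, CDKN1B and RBL2 had log2 changes of -0.27, -0.21, -0.35 and -0.57 at 500 nM with the labels. They did not pass in limma by label or by array name, where 3 of the 4 fell when adjusted over the list alone. The paper counts MYC, CCND1 and CDK6 among genes that fell on the arrays, whereas their log2 changes were 0.05, 0.23 and -0.02 at 500 nM with the labels and 0.07, -0.04 and -0.17 by array name. It states that the E2F family fell, whereas E2F1, E2F5 and E2F6 had changes of 0.32, 0.37 and 0.36 by array name, E2F3 and E2F4 of -0.24 and -0.31, and E2F2 and E2F7 fell. At 500 nM with the labels the changes were 0.20, 0.48 and 0.41 for E2F1, E2F5 and E2F6, -0.15 and -0.30 for E2F3 and E2F4, and -2.33 and -0.83 for E2F2 and E2F7, none of which passed. It states that self-renewal genes fell on the arrays, whereas POU5F1, NANOG and SOX2 lay below the detection level on all 6 arrays and KLF4 did not pass (adjusted p = 0.512 with the labels). It reports a fall of WNT2 by qRT-PCR and states that WNT2 fell on the arrays as well. On the arrays WNT2 changed by -1.26 in set A and 0.03 in set B by array name. With the labels it changed by -1.33 at 500 nM (adjusted p = 0.495 from limma), and it passed in neither grouping. The control of set B lay at 4.97 against a detection level of 4.62, so that a fall as in set A would end below that level. FZD2 fell by array name. It states that all of TUJ1, CCL5, INA and SMURF2 rose, whereas SMURF2 changed by -0.16 in set A and 0.99 in set B, CCL5 had an adjusted p of 0.0734 by array name, and TUBB3 and INA rose by array name. With the labels the changes at 500 nM were 1.52 for TUBB3, 2.58 for CCL5, 1.29 for INA and 0.82 for SMURF2, none of which passed. When adjusted over the list alone, TUBB3, CCL5, INA and SMURF2 all rose at 500 nM with the labels, and TUBB3, CCL5 and INA rose by array name. TNF and ICAM1 rose by array name over all genes. By qRT-PCR the paper also reports falls of MYC, CCND1, CDK6, E2F2, WNT2, FZD2, POU5F1, NANOG, SOX2 and KLF4. It reports rises of TUJ1, CCL5, INA and SMURF2 by the same method. The array values in this paragraph bear on its statements about the arrays and do not test those qRT-PCR results.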

Other observations

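By array name, 7 of 9 BET inhibitor response genes rose at treatment 2 and 2 did not pass (9 rose when adjusted over the list alone), and the list was higher with camera and not with an estimated correlation (adjusted p = 1.14e-07 and 0.390). On this list, HIST2H2BE had a log2 change of 3.96 and SERPINI1 one of 1.37 (adjusted p = 0.0113 and 0.0141 from limma). HEXIM1, also on it and an inhibitor of the elongation factor P-TEFb, rose by 1.17 (adjusted p = 0.0306 from limma). The histone genes HIST2H2AA4 and HIST1H2BG are outside the list and are named because their rises were among the largest in these data. HIST2H2AA4 had a log2 change of 3.25 (adjusted p = 0.0113 from limma), and HIST1H2BG was at least 6.73-fold higher. Of the 2 measured BET family genes, BRD2 rose by 1.35 (adjusted p = 0.0165) and BRD3 did not pass (1 rose when adjusted over the list alone, and the list did not pass with camera, adjusted p = 0.242). The antioxidant genes SRXN1, NQO1, TXNRD1 and OSGIN1, all NRF2 targets, rose by 1.70, 1.56, 1.22 and 2.17.

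Of 30 interferon-stimulated genes, 3 rose (IRF7 at 1.91, DDX58 at 1.56 and IFIT2 at 1.33), 1 fell (IFI44 at -0.96) and 26 did not pass by array name (6 rose and 8 fell when adjusted over the list alone). Their mean was 1.36 higher in the control of set B than in that of set A, and with the labels the list was lower at 100 nM (mean log2 change -0.87, adjusted p = 1.06e-08 from camera, and 0.682 with an estimated correlation) and higher at 500 nM (mean 0.64, adjusted p = 3.83e-04, and 0.614 with an estimated correlation). Without the 0 nM array of set B the mean at 100 nM was -0.19, and without that of set A the mean at 500 nM was -0.043. Of 34 collagen and extracellular matrix genes, 1 rose (PLOD2 at 0.70) and 4 fell, among them THBS2 at -1.12 and TNC at -0.89 (1 rose and 7 fell when adjusted over the list alone), and the list was lower with camera (adjusted p = 0.00163, and 0.491 with an estimated correlation).

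Other lists at treatment 2 by array name are given as genes that rose and fell. Of 22 p53 target genes, 1 rose and 3 fell (3 and 5 when adjusted over the list alone), with GDF15 at -2.86. Of 19 unfolded protein and amino acid stress response genes, 4 rose and 2 fell (4 and 2 over the list alone), with ATF3 at 1.75. Of 24 cholesterol synthesis and uptake genes, 3 rose and 0 fell (6 and 3 over the list alone), with IDI1 at 1.03. Of 17 BCL2 family and caspase genes, 2 rose and 0 fell (7 and 1 over the list alone), with BID at 0.77. Of 16 smooth muscle and myofibroblast genes, 0 rose and 2 fell (2 and 3 over the list alone). Of 9 osteogenic genes, 2 rose and 2 fell (3 and 3 over the list alone), with TNFRSF11B at -2.55. Of 5 chondrogenic genes, 0 rose and 2 fell (0 and 3 over the list alone), with HAPLN1 at -1.01. Of 6 adipogenic genes, 0 rose and 1 fell (0 and 2 over the list alone), which was PLIN2 at -1.21. Of 3 endothelial marker genes, 0 rose and 1 fell (0 and 2 over the list alone), which was TEK at -1.69, and this list was lower with camera (adjusted p = 0.0180, and 0.390 with an estimated correlation). Of 6 hematopoietic and 5 epithelial and trophoblast marker genes, 1 each rose, which were CD74, at least 2.56-fold higher, and KRT8 at 0.77 (the same counts over the lists alone). None of 5 MSC surface marker genes and none of 12 reference genes passed, also when adjusted over the list alone, with ENG, which encodes CD105, at -0.13 (adjusted p = 0.591). None of the lists in this paragraph other than the endothelial one passed with camera.

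For genes that the paper measured by qRT-PCR, the arrays gave the following. Of the apoptosis genes, BCL2, BCL2L11 (BIM) and CASP8 lay below the detection level on all 6 arrays, and CASP9 had a log2 change of 0.68 by array name (adjusted p = 0.100). WNT4, WNT11 and COL2A1 also lay below it on all 6. So did MAP2, which the paper shows as protein in cells treated for several days and not by qRT-PCR. By array name at treatment 2, AXIN1 had a change of 0.68 (adjusted p = 0.0516) and rose when adjusted over the WNT genes that the study names alone, FZD4 had one of 0.35 (adjusted p = 0.190), FZD6 one of -0.57 (adjusted p = 0.224), LRP6 one of 0.24 (adjusted p = 0.658), CTNNB1 one of 0.38 (adjusted p = 0.125), COL1A1 one of -1.12 (adjusted p = 0.0713), COL1A2 one of -0.34 (adjusted p = 0.190) and SOX9 one of -0.07 (adjusted p = 0.825).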
